# Single-cell transcriptomics and cell-specific proteomics reveals molecular signatures of sleep

**DOI:** 10.1038/s42003-022-03800-3

**Published:** 2022-08-19

**Authors:** Pawan K. Jha, Utham K. Valekunja, Sandipan Ray, Mathieu Nollet, Akhilesh B. Reddy

**Keywords:** Sleep, Sleep deprivation

## Abstract

Every day, we sleep for a third of the day. Sleep is important for cognition, brain waste clearance, metabolism, and immune responses. The molecular mechanisms governing sleep are largely unknown. Here, we used a combination of single-cell RNA sequencing and cell-type-specific proteomics to interrogate the molecular underpinnings of sleep. Different cell types in three important brain regions for sleep (brainstem, cortex, and hypothalamus) exhibited diverse transcriptional responses to sleep need. Sleep restriction modulates astrocyte-neuron crosstalk and sleep need enhances expression of specific sets of transcription factors in different brain regions. In cortex, we also interrogated the proteome of two major cell types: astrocytes and neurons. Sleep deprivation differentially alters the expression of proteins in astrocytes and neurons. Similarly, phosphoproteomics revealed large shifts in cell-type-specific protein phosphorylation. Our results indicate that sleep need regulates transcriptional, translational, and post-translational responses in a cell-specific manner.

## Abstract (web summary)

Joint scRNA-seq and proteomic analysis of the hypothalamus, cortex, and brainstem in mice provides insight into the cellular and molecular underpinnings of sleep homeostasis.

## Introduction

Sleep is an essential component of daily life. The explicit function of sleep is still a mystery. Insufficient or disturbed sleep is associated with the accumulation of brain waste, cognitive impairments, increased risk of metabolic abnormalities, and suppressed immune responses^1–4^. Restoration of many of these abnormalities by sleep suggests that prolonged wakefulness imposes a load on the system that is alleviated by sleep^2,5–7^. The progressive rise of sleep need during wakefulness, and its dissipation during sleep, maintain sleep homeostasis^8,9^.

Sleep homeostasis is an intrinsic process that regulates sleep need by the cumulative and interactive action of multiple brain regions and cells^10–12^. Sleep-wake cycles are regulated mainly in the hypothalamus, brainstem, and cortex of the brain^13,14^. Although prior work has described bulk transcriptional responses of various brain regions following acute sleep restriction^15–19^, cell-type-specific changes in gene and protein expression have not been delineated. Thus, there is a gap in our knowledge concerning the cell types that are responsible for transcriptional changes during sleep deprivation, and whether different cell types are affected in different ways by sleep deprivation. Here, we set out to bridge this gap by determining the molecular changes within individual brain cells across sleep-wake states.

We used single-cell RNA sequencing (scRNA-seq) to compare the cellular composition and transcriptomic profiles of the brainstem, cortex, and hypothalamus of mice going through different sleep treatments. For all the major cell populations that are responsive to sleep treatments, we provide a comprehensive census of gene expression and analysis of molecular pathways affected. We show that sleep need regulates the transcriptional profiles of brain cells in the three brain regions differently. Given that astrocyte-neuron signaling plays a crucial role in homeostatic brain function^20^, we delineated ligand-receptor interactions that are altered by sleep treatments within these cell types. Our scRNA-seq data enabled us to identify uniquely enriched transcription factors controlling changes in gene expression in the brain cells from sleep-deprived animals. We also analyzed the change in protein levels, and post-translational phosphorylation, following sleep treatments in cortical astrocytes and neurons. Taken together, this study substantially advances our understanding of the molecular changes in sleep homeostasis at the individual brain cell level and serves as a foundation for further cell-specific interrogation of sleep need.

## Results

### Sleep phenotyping and experimental design

We sleep-restricted wild-type C57BL/6 J mice by prolonging their wakefulness into the light phase of the light-dark cycle, from ZT0 to ZT12 (ZT; *zeitgeber* time). This is when mice normally obtain 60–70% of their daily sleep^21^. We recorded the electroencephalography (EEG) throughout the experiment (Day 1: baseline, Day 2: sleep deprivation and recovery, Day 3: recovery). To characterize sleep loss due to sleep deprivation we analyzed the time spent in sleep and wake, delta, and theta power throughout the time course of the experiment (Fig. 1c, d and Supplementary Fig. 1). Animals had 91% sleep loss in the first six hours of sleep restriction (ZT0-6) and 86% in the later six hours (ZT6-12) (Fig. 1b). As expected, the mice showed increased sleep need, as evidenced by elevated slow-wave activity (SWA) and delta power (1–4 Hz) in their EEG traces in the recovery period after sleep deprivation^8,9^ (Fig. 1d and Supplementary Fig. 1d). Despite having a strong circadian activity component during the recovery period (circadian night-time), we reported a significant rise in NREM sleep from ZT12–18 and NREM delta power from ZT12–14 compared to their corresponding baseline hours (Fig. 1c, d and Supplementary Data 1). Our sleep restriction protocol did not affect the plasma corticosterone level of the experimental animals (Supplementary Fig. 1e). This indicates accumulated sleep pressure during prolonged wakefulness is independent of stress.

**Fig. 1:**
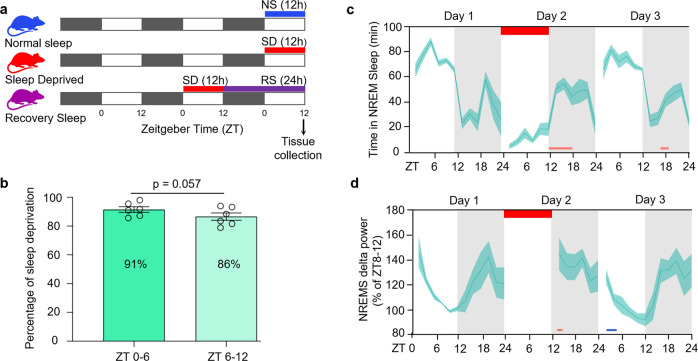
Study design and EEG validation of sleep phenotype during sleep deprivation experiment. **a** Experimental timeline and tissue collection schedule (black bars represent darkness, white bars indicate periods of light). **b** Percentage of wakefulness during the first half (ZT0-6) and the second half (ZT6-12) of sleep deprivation. **c**, **d** Ribbon plots showing the time course of 2 hourly binned values of (**c**) NREM state and (**d**) NREM delta (δ)-power percentage of ZT8-12 from Day 1. Horizontal red bar represents the timeline of sleep deprivation (Day 2, ZT 0-12; 12 h duration). Pink and blue bars under the plots denote significant increase and decrease, respectively, compared to Day 1 (*P* < 0.05). Data are mean ± s.e.m. *n* = 6 biological replicates. Paired *t*-test, two-*t*ailed (**b**). Repeated-measures two-way ANOVA followed by post-hoc Fisher’s Least Significant Difference (LSD) test (**c** and **d**). For sample sizes and statistics, see Supplementary Data 1.

We next divided the mice into three experimental groups: a control normal sleep (NS) group, a 12 h sleep deprived (SD) group, and a sleep deprivation followed by 24 h of recovery sleep (RS) group (Fig. 1a). From each group, we collected samples from three brain regions (brainstem, cortex, and hypothalamus) that are pivotal for regulating sleep-wake cycles^14,22^. Importantly, we controlled for variation due to time of day by harvesting brain tissue at the same circadian phase (ZT12) (Fig. 1a). We then performed single-cell RNA sequencing (scRNA-seq) on cell suspensions from each brain region, in each sleep treatment group (Fig. 2a).

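Single-cell RNA sequencing counts the transcripts of single cells captured in droplets, each transcript tagged with a unique molecular identifier (UMI) so that copies made by PCR count once. Brainstem, cortex and hypothalamus were dissected at ZT12 from mice of 3 groups, namely normal sleep (NS), 12 h of sleep deprivation (SD) and recovery sleep (RS) after the same deprivation. The paper gives 24 h of recovery, while the sample labels give 12 h for this group in 1 place and 24 h in another. Tissue of 3 mice was pooled for each region and group, so each of the 9 combinations is 1 library and no value has a replicate check. The tissue was dissociated with papain, passed over myelin removal beads and loaded on the 10x Chromium system. The authors mapped the reads to GRCm38 with Cell Ranger and deposited its filtered UMI counts, without normalization, for 18634 genes in 29571 cells. The 9 libraries appear in that table under codes that neither the labels nor the paper explain. Supplementary Data 2 lists barcodes of brainstem NS cells, and 1 library held all 1999 of those used here, against 5 to 13 in each of the others. That library was taken as brainstem NS, 1 of the 3 brainstem libraries, and the region and sleep group of the other 8 are not known here. It held 3731 cells and 4446038 UMIs, with a median of 919 UMIs per cell. Mitochondrial genes took 8.58% of its UMIs and hemoglobin genes 6.79%. Over all 9 libraries, the total ran from 1522766 to 5488950 UMIs, with a median of 3671604, and the number of cells from 2575 to 3916, with a median of 3491. Levels are UMIs summed over the cells of a class and given as CPM, which scales counts to a common total, or shares of cells. Their 95% intervals, exact Poisson for sums and exact Clopper-Pearson for shares, cover counting error only. Comparisons between sleep groups are not analysed here, since they need the missing assignments.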

**Fig. 2:**
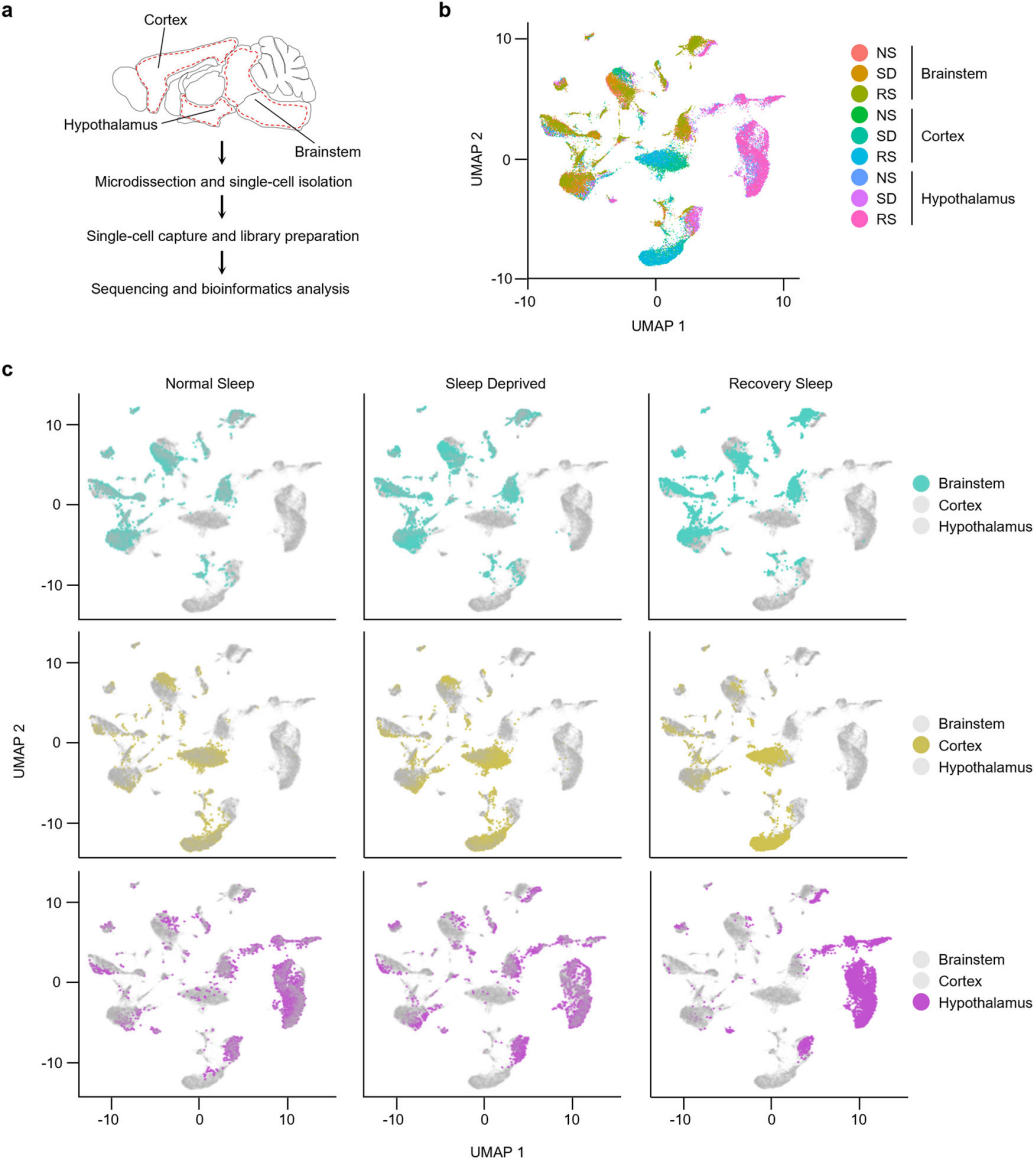
Transcriptional profile of brainstem, cortex, and hypothalamic cells across sleep-wake states. **a** Workflow for single-cell RNA-seq of cells from brainstem, cortex, and hypothalamus, from microdissection to bioinformatics analysis. Dotted red line indicates areas of each brain region dissected for single-cell sequencing. **b**, **c** UMAP visualization of 29,051 cells. Cells from Normal Sleep (NS), 12 h Sleep Deprivation (SD), and 12 h Sleep Deprivation followed by 24 h Recovery Sleep (RS) treatment groups from all three brain regions are clustered together (**b**) and separately highlighted (**c**).

### Identification and transcriptional profiling of brain cells across sleep-wake states

To understand how the change in sleep-wake states affects gene expression patterns within the cells of all three brain areas, we transcriptionally profiled cells and visualized them using a nonlinear dimensionality-reduction method, uniform manifold approximation and projection (UMAP) (Fig. 2b, c)^23^. Considering all three experimental sleep groups and the three brain regions together, we generated clusters from the quality criteria passed 29,051 cells (Supplementary Fig. 2a–c). 

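The deposited table holds 29571 cells, as the filtered output of the cell calling. They carried a median of 806 UMIs, from 263 to 21187, and a median of 420.0 detected genes, from 81 to 5160. All cells were clustered together without regard to library. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 13 principal components as in the paper, 20 neighbours and Leiden resolution 1 were used. This gave 30 clusters, and 1 of them had over 90% of its cells from 1 library. At resolution 0.5 there were 21 clusters. Scrublet, run on each library, called 142 cells doublets, or 0.480% of all, and from 0% to 2.13% of a library. How many doublets the caller missed was not tested, so doublets may remain among the cells. An unnamed cluster of 120 cells led with markers of both vascular smooth muscle and microglia, such as Acta2 and Cx3cr1. Of these cells, 54 came from 1 library, in which the caller named 1 doublet. Missed doublets would give such a mix, but this was not tested. The filter that moved the number of cells most was a minimum of 1000 UMIs, which left 10678 cells.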

When we analyzed each brain region individually, we found that individual cells were distributed among distinct clusters for each brain region, and there was no variation in these clusters for different sleep treatments (Fig. 2c). This indicates there was no global shift in the molecular identity of cells in each brain region during sleep deprivation and recovery, which was as expected for terminally differentiated cells in the brain.

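For the brainstem NS library, the cell types given by the paper could be set against clusters made without them. Supplementary Data 2 is held here up to the first 1999 of its 10521 brainstem cells, and all 1999 belong to this library. Its 3731 cells formed 15 clusters, of which 14 were named, with 10 names, from marker lists fixed in advance. The order in which competing names were ranked was set after the first clusters had been seen. Of the 1999 listed cells, 1831 (91.6%) lay in a cluster of the same name as the paper's, with glutamatergic and other neurons taken as 1 name. All 188 astrocytes did so, as did 229 of 230 VSMCA, 540 of 549 microglia, 528 of 573 endothelial cells and 72 of 73 neurons. Among 168 pericytes, 117 lay in a pericyte-like cluster and 46 in a fibroblast or leptomeningeal-like cluster. A pericyte-like cluster also took 41 endothelial cells. Of the 19 HbVC, 4 lay in the HbVC-like cluster and 13 in endothelial-like clusters. The 43 oligodendrocytes lay in no cluster of that name, 36 of them in the unnamed cluster. The adjusted Rand index, which is 1 for identical groupings and near 0 for chance, was 0.667 between clusters and the paper's types and 0.913 between cluster names and the paper's types. Resolution 0.5, the alternative that moved the index of clusters most, gave 13 clusters and raised that index from 0.667 to 0.866. Summed profiles of the 8 types with at least 50 cells were compared as log2(CPM + 10). Across genes, which are not independent replicates, Pearson's r over the 28 pairs of types had a median of 0.615. It ran from 0.245 for macrophages and glutamatergic neurons to 0.792 for microglia and macrophages. The cells of each type divided at random into equal parts gave r from 0.287 for glutamatergic neurons, the smallest of these types, to 0.944 for endothelial cells, so r between types depends on depth. With only genes of at least 50 CPM, the setting that moved it most, the median r was 0.289.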

We next used UMAP to subdivide the globally defined clusters within the brain regions and used these subclusters to identify cell types based on known markers derived from existing single-cell data, and the available literature^24–27^ (Figs. 3a, b, 4a, b, 5a, b and Supplementary Fig. 2d–f, and Supplementary Table 1). 

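Shares of cell types in the brainstem NS library were taken over its 1999 listed cells, which carry 12 labels, Unknown among them. Endothelial cells numbered 573 (28.7%, 95% interval 26.7% to 30.7%) and microglia 549 (27.5%, 25.5% to 29.5%), with intervals that overlap. VSMCA numbered 230 (11.5%, 10.1% to 13.0%), astrocytes 188 (9.40%, 8.16% to 10.8%) and pericytes 168 (8.40%, 7.22% to 9.71%). EPC numbered 88 (4.40%, 3.55% to 5.40%) and macrophages 67 (3.35%, 2.61% to 4.24%). Glutamatergic neurons numbered 55 (2.75%, 2.08% to 3.57%) and other neurons 18 (0.900%, 0.535% to 1.42%), so neurons of both kinds made up 3.65% (2.87% to 4.57%). Oligodendrocytes numbered 43 (2.15%, 1.56% to 2.89%) and HbVC 19 (0.950%, 0.573% to 1.48%). Depth differed between the types, from a median of 718 UMIs per cell in glutamatergic neurons to 2205 in HbVC. The largest changes, in percentage points, came with a minimum of 1000 UMIs, which kept 859 listed cells: microglia made up 19.7% (17.1% to 22.5%) of these and VSMCA 20.8% (18.2% to 23.7%). The shares of endothelial cells, oligodendrocytes and HbVC moved more with clusters in place of the paper's types, to 27.1%, 0% (0% to 0.184%) and 0.200%.

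**Figure D1:**
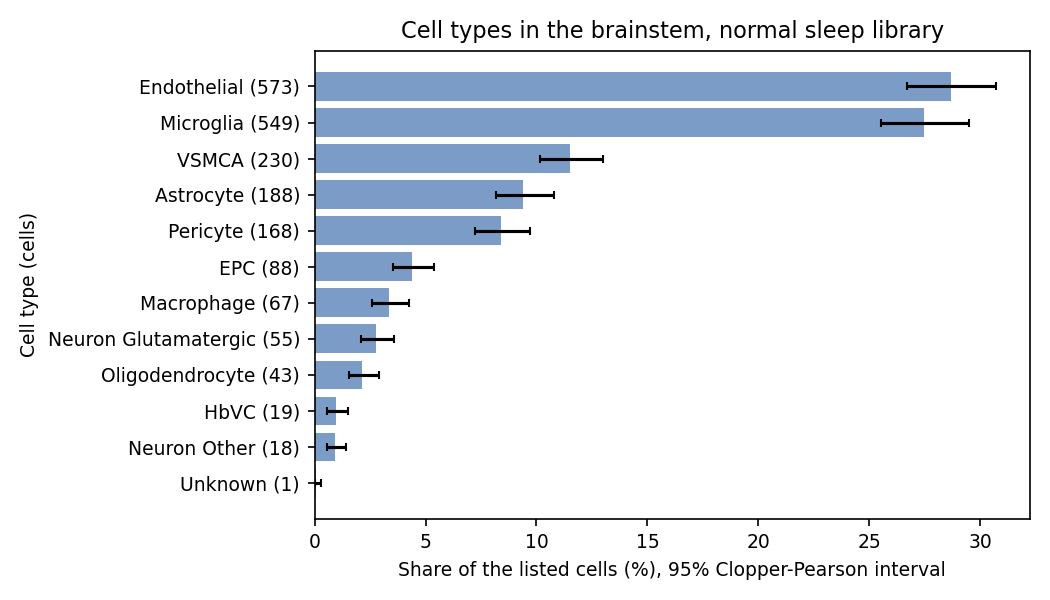
Share of the listed cells of the brainstem, normal sleep library in each cell type given by the paper, in percent. Bars give the share, error bars the 95% Clopper-Pearson interval for counting error, and brackets the number of cells, from 573 endothelial cells to 1 Unknown cell.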

We classified 10,521 cells into 18 clusters defining 12 cell types within the brainstem, 8451 cells into 14 clusters defining 10 cell types within the cortex, and 10,081 cells into 19 clusters defining 13 cell types within the hypothalamus. 

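Over the cells of all 9 libraries together, 27 of the 30 clusters were named from the fixed marker lists, with 13 names. The shares that follow are of all 29571 cells and rest on rebuilt names, and since the libraries are not assigned to regions they give no regional makeup. Astrocyte-like clusters held 5091 cells (17.2%, 95% interval 16.8% to 17.7%), neuron-like clusters 3681 (12.4%, 12.1% to 12.8%), microglia-like clusters 3375 (11.4%, 11.1% to 11.8%) and endothelial-like clusters 3331 (11.3%, 10.9% to 11.6%). VSMCA-like cells numbered 1742 (5.89%, 5.63% to 6.17%), EPC-like cells 1630 (5.51%, 5.25% to 5.78%) and pericyte-like cells 1287 (4.35%, 4.12% to 4.59%). Macrophage-like cells numbered 680 (2.30%, 2.13% to 2.48%) and HbVC-like cells 245 (0.829%, 0.728% to 0.938%). Fibroblast or leptomeningeal-like cells numbered 829 (2.80%, 2.62% to 3.00%) and choroid plexus epithelium-like cells 86 (0.291%, 0.233% to 0.359%). Pituitary endocrine-like clusters held 5772 cells (19.5%, 19.1% to 20.0%) and a pituitary stem or folliculostellate-like cluster 504 (1.70%, 1.56% to 1.86%). The 3 unnamed clusters held 1318 cells (4.46%, 4.22% to 4.70%). No cluster was oligodendrocyte-like: at least 1 UMI of Mbp was found in 347 cells (1.17%, 1.05% to 1.30%). The largest change, in percentage points, was that of the astrocyte-like share, to 4.88% under a minimum of 1000 UMIs. The HbVC-like and pituitary stem or folliculostellate-like shares moved more at resolution 0.5, to 2.40% and 3.89%. No cluster was unnamed at that resolution, so cells unnamed at resolution 1 took names. They include a cluster of 464 cells led by mt-Nd1, which may account for the HbVC-like rise. Another, of 734 cells, was led by Rax and may account for the pituitary stem or folliculostellate-like rise.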

Cell types included astrocytes, endothelial cells, ependymocytes (EPC), hemoglobin-expressing vascular cells (HbVC), macrophages, microglia, neurons (Glutamatergic, GABAergic, Inhibitory, and Other), oligodendrocytes (Oligo), pericytes and vascular smooth muscle cells, arterial (VSMCA) (Supplementary Fig. 2d–i).

**Fig. 3:**
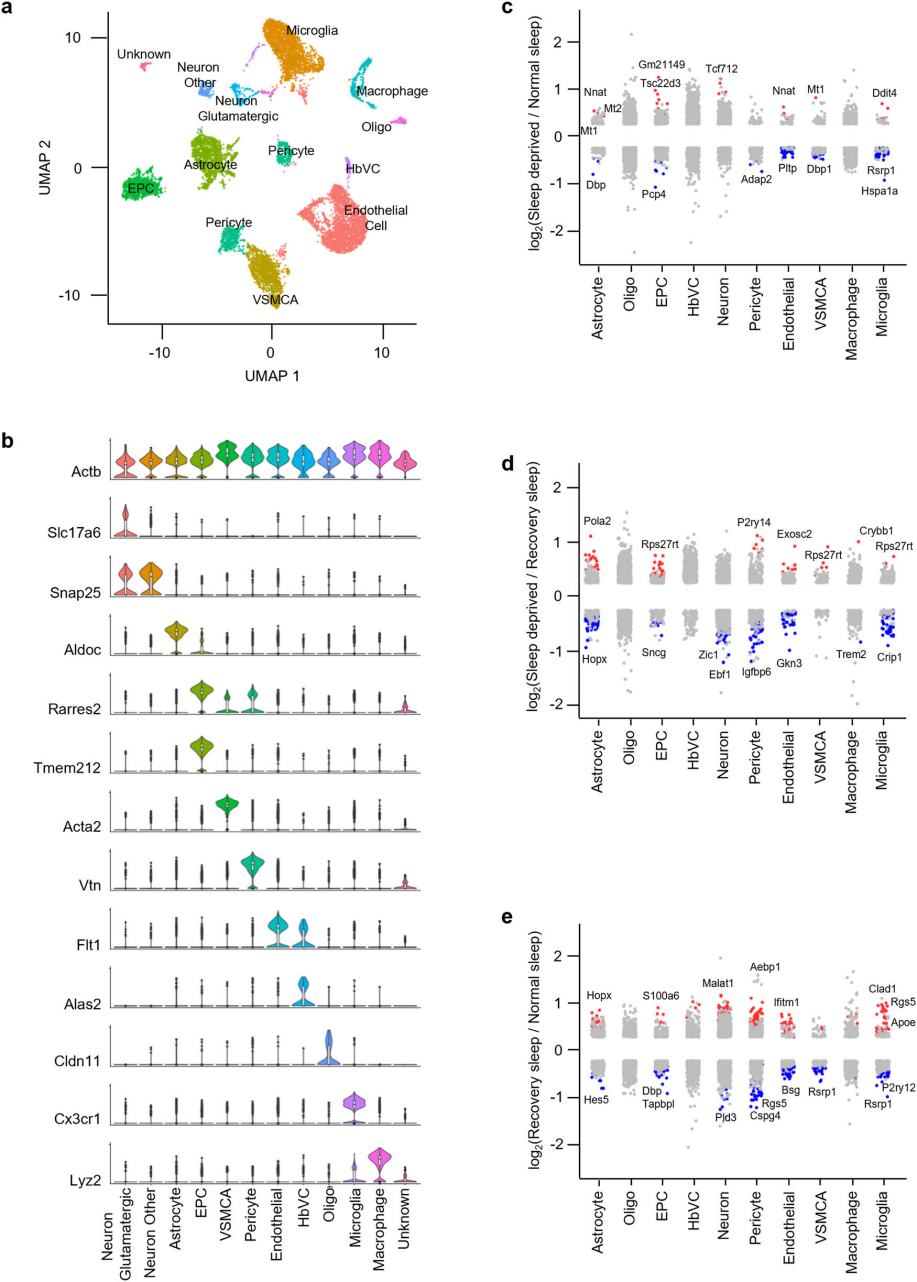
Sleep treatments alter the expression profile of cells in the brainstem. **a** UMAP visualization of brainstem cells clustered. Cell clusters were colour coded and annotated based on their transcriptional profiles (See details in Methods). **b** Violin plots for each cluster show the expression level of selected known cell-type enriched markers. *Actb* (beta-actin) is shown as a positive control in all cell types (see Supplementary Table 1). **c**–**e** Strip chart showing changes in gene expression of Sleep Deprived (SD)/Normal Sleep (NS) (**c**), Sleep Deprived (SD)/Recovery Sleep (RS) (**d**), and (**e**) Recovery Sleep (RS)/Normal Sleep (NS) comparisons. Wilcoxon rank-sum tests followed by false discovery rate (FDR) analysis were used to compare the groups. Significantly upregulated and downregulated genes are colour coded with red and blue, respectively (Bonferroni adjusted *P* value < 0.1). Genes in grey are not significantly changed after sleep deprivation (see Supplementary Table 2). EPC ependymocytes, HbVC hemoglobin-expressing vascular cells, Oligo oligodendrocytes, VSMCA Vascular smooth muscle cells, arterial.

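Expression of the 12 markers of the violin plots was measured in the brainstem NS library over the listed cells, and all 12 had their highest CPM in the type they mark, with both kinds of neurons taken together for Snap25. For Slc17a6, the intervals of glutamatergic and other neurons overlap. Acta2 was found in 229 of 230 VSMCA (99.6%, 95% interval 97.6% to 100.0%; median 1319.5 UMIs per cell) and in 10.2% of the other cells (median 852.5 UMIs). Vtn was found in 92.9% of pericytes (87.9% to 96.3%; median 726.5 UMIs) and 12.7% of the others (median 931 UMIs). Aldoc was found in 92.6% of astrocytes (87.8% to 95.9%; median 771 UMIs) and 5.03% of the others (median 929 UMIs). Cx3cr1 was found in 83.8% of microglia (80.4% to 86.8%; median 796 UMIs) and 6.76% of the others (median 966 UMIs). In EPC (median 1752 UMIs), Tmem212 was found in 84.1% of cells (74.8% to 91.0%) and Rarres2 in 80.7% (70.9% to 88.3%), against 1.99% and 14.0% of the others (median 890.0 UMIs). Lyz2 was found in 71.6% of macrophages (59.3% to 82.0%; median 1133 UMIs) and 13.3% of the others (median 901 UMIs). Flt1 was found in 70.2% of endothelial cells (66.2% to 73.9%; median 910.0 UMIs) and 4.63% of the others (median 902 UMIs). Alas2 was found in 10 of 19 HbVC (52.6%, 28.9% to 75.6%; median 2205 UMIs) and 0.354% of the others (median 902 UMIs). Cldn11 was found in 22 of 43 oligodendrocytes (51.2%, 35.5% to 66.7%; median 1651 UMIs) and 0.358% of the others (median 900.0 UMIs). Snap25 was found in 36 of 73 neurons (49.3%, 37.4% to 61.3%; median 734 UMIs) and 1.92% of the other cells (median 910.0 UMIs). Slc17a6 was found in 12 of 55 glutamatergic neurons (21.8%, 11.8% to 35.0%; median 718 UMIs) and 0.156% of the cells other than neurons. With each cell thinned to 500 UMIs, which left out 19 listed cells, the share in the marked type was above that in the other cells for all 12 markers. It then ran from 5.26% for Alas2 to 88.7% for Acta2, and in the other cells from 0.105% to 7.53%. For Alas2, the interval of 0.133% to 26.0% in 19 HbVC reaches below the 0.153% of the other cells. As CPM, the levels in the marked type ran from 515 (339 to 749) for Slc17a6 to 10260.1 (9583 to 10973) for Lyz2. Leaving mitochondrial and hemoglobin genes out of the total moved a level most for Alas2 in HbVC, from 751 to 2581 CPM. From such marker levels the paper assigns a cell type to each cluster.

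**Figure D2:**
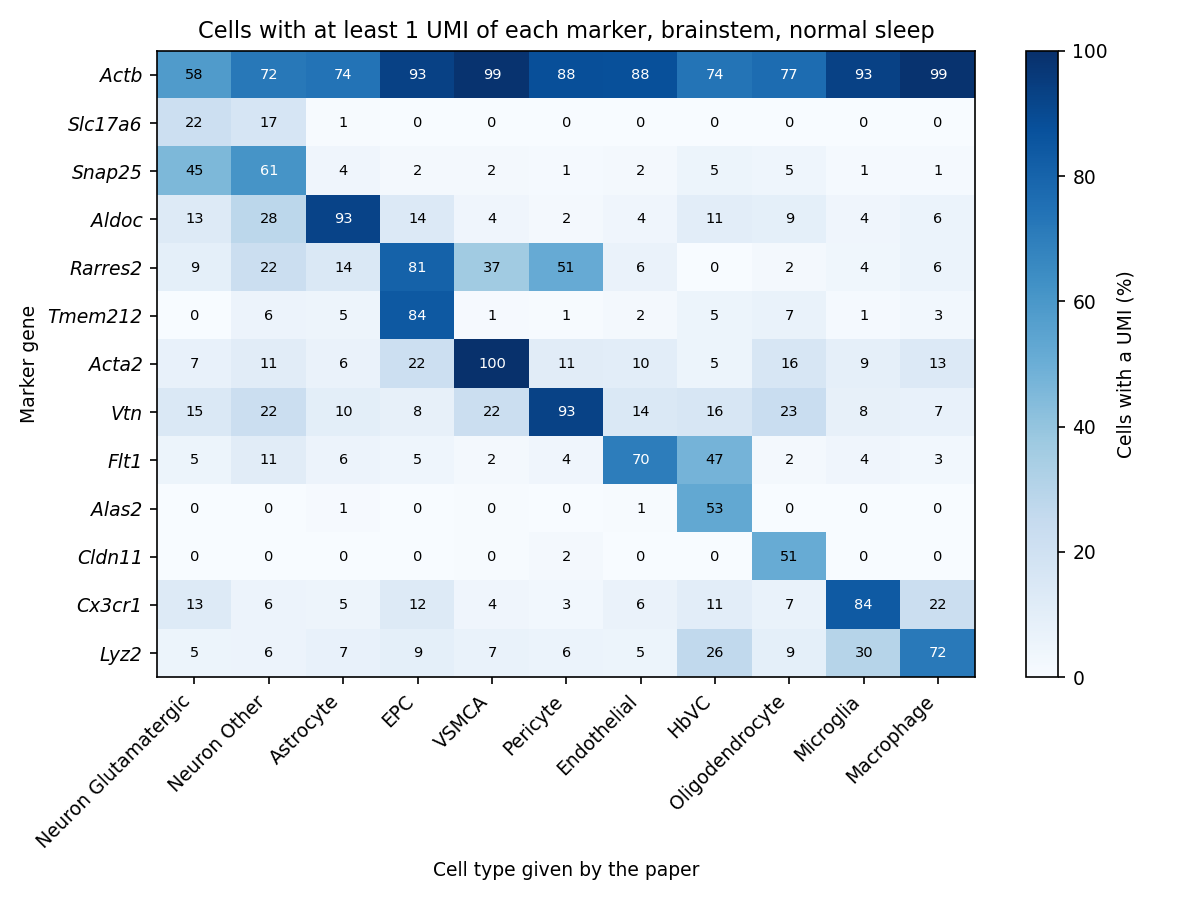
Percent of cells with at least 1 UMI of each marker gene (vertical axis) in each cell type given by the paper (horizontal axis) in the brainstem, normal sleep library, not thinned. The colour runs from 0 to 100% and the share is written in each field. Among the types drawn, which leave out the 1 Unknown cell, the highest share of each marker lies in the type it marks, with Snap25 shared by both kinds of neurons.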

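Actb was found in 1769 of the 1999 listed brainstem NS cells (88.5%, 95% interval 87.0% to 89.9%). By named cell type, the share ran from 58.2% of glutamatergic neurons (44.1% to 71.3%) to 98.7% of VSMCA (96.2% to 99.7%), whose median depths were 718 and 1319.5 UMIs. With cells thinned to 500 UMIs, all 55 of these neurons were kept and 47.3% (33.7% to 61.2%) had a UMI, against 94.8% (91.1% to 97.3%) of the 230 VSMCA. The lowest and highest thinned shares of a named type were those of HbVC, at 42.1% (20.3% to 66.5%) of 19 cells, and macrophages, at 97.0% (89.5% to 99.6%) of 66. The level was lowest in other neurons, at 2207 CPM (1703 to 2813), and highest in macrophages, at 19701 CPM (18758 to 20679.7), which is 8.93 times as high. No type among the listed cells was without the gene, so there was none to give its background.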

**Fig. 4:**
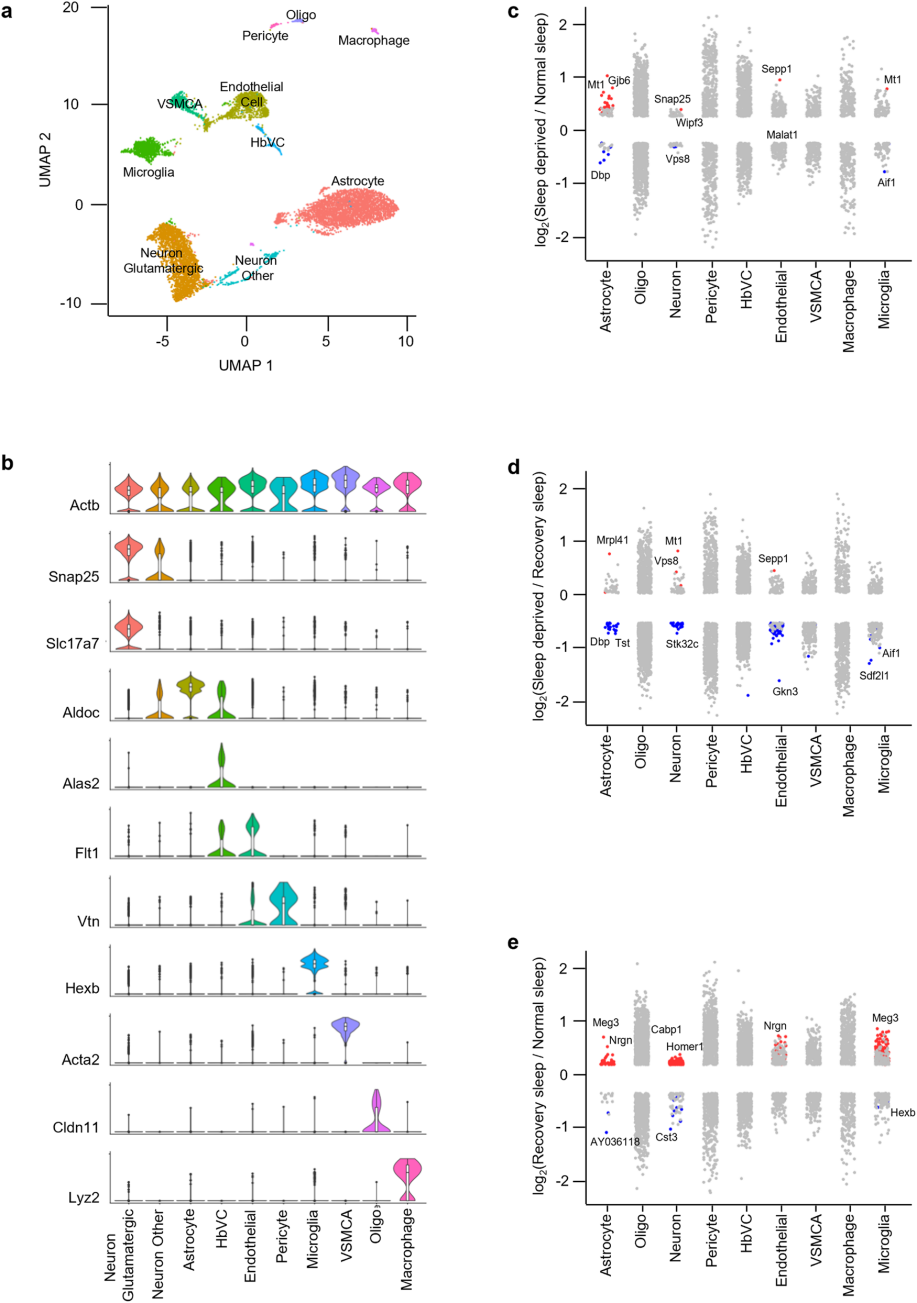
Sleep treatments alter the expression profile of cells in the cortex. **a** UMAP visualization of cortex cells clustered. Cell clusters were colour coded and annotated based on their transcriptional profiles (See details in Methods). **b** Violin plots for each cluster show the expression level of selected known cell-type enriched markers. *Actb* (beta-actin) is shown as a positive control in all cell types (see Supplementary Table 1). **c**–**e** Strip chart showing changes in gene expression of Sleep Deprived (SD)/Normal Sleep (NS) (**c**), Sleep Deprived (SD)/Recovery Sleep (RS) (**d**), and (**e**) Recovery Sleep (RS)/Normal Sleep (NS) comparisons. Wilcoxon rank-sum tests followed by false discovery rate (FDR) analysis were used to compare the groups. Significantly upregulated and downregulated genes are colour coded with red and blue, respectively (Bonferroni adjusted *P* value < 0.1). Genes in grey are not significantly changed after sleep deprivation (see Supplementary Table 2). HbVC hemoglobin-expressing vascular cells, Oligo oligodendrocytes, VSMCA Vascular smooth muscle cells, arterial.

**Fig. 5:**
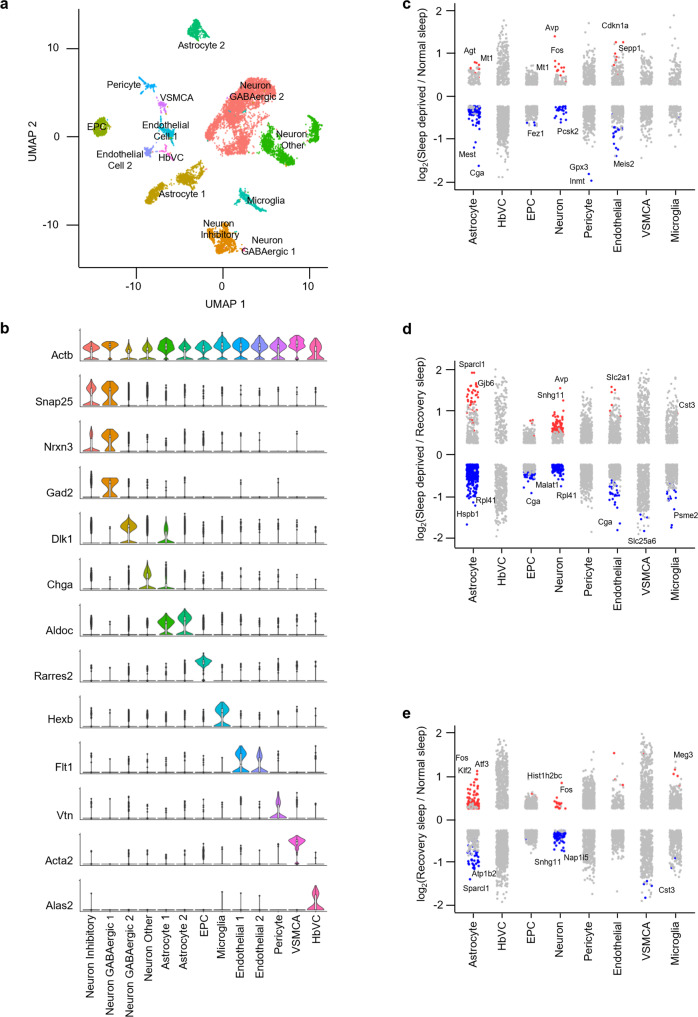
Sleep treatments alter the expression profile of cells in the hypothalamus. **a** UMAP visualization of hypothalamus cells clustered. Cell clusters were colour coded and annotated based on their transcriptional profiles (See details in Methods). **b** Violin plots for each cluster show the expression level of selected known cell-type enriched markers. *Actb* (beta-actin) is shown as a positive control in all cell types (see Supplementary Table 1). **c**–**e** Strip chart showing changes in gene expression of Sleep Deprived (SD)/Normal Sleep (NS) (**c**), Sleep Deprived (SD)/Recovery Sleep (RS) (**d**), and (**e**) Recovery Sleep (RS)/Normal Sleep (NS) comparisons. Wilcoxon rank-sum tests followed by false discovery rate (FDR) analysis were used to compare the groups. Significantly upregulated and downregulated genes are colour coded with red and blue, respectively (Bonferroni adjusted *P* value < 0.1). Genes in grey are not significantly changed after sleep deprivation (see Supplementary Table 2). EPC ependymocytes, HbVC hemoglobin-expressing vascular cells, VSMCA Vascular smooth muscle cells, arterial.

Next, to understand how the change in sleep need affects transcriptional profiles of cells in the brainstem, cortex, and hypothalamus, we performed differential gene expression analysis of the three sleep treatment groups for each cell type we identified (Figs. 3c–e, 4c–e, 5c–e). We found distinct patterns of transcriptional response to sleep need in the astrocytes, neurons, endothelial cells, and microglia of all three brain regions. Pericytes, VSMCAs and EPCs of the brainstem and hypothalamus also showed similar changes. Interestingly, compared to neurons, astrocytes showed larger alterations in the brainstem and hypothalamus, despite higher proportions of cells identified as neurons in the hypothalamus (Supplementary Table 2 and 3). Of note, there was not a large change in gene expression patterns of Oligo, HbVC, and macrophage cell types following sleep treatments (Figs. 3c–e, 4c–e, 5c–e).

We then determined the overlap of sleep-related alterations between previous bulk cell RNA-seq studies and our scRNA-seq data to assign cell types for those genes^28–30^. We were thus able to assign some expression changes found previously in bulk RNA profiling to astrocytes, neurons, endothelial cells, and microglia in the cortex and hypothalamus using our novel single-cell data (Supplementary Fig. 3a, b and Supplementary Table 4).

We next performed gene-annotation enrichment analysis of genes differentially expressed across sleep treatments in the cells of the brainstem, cortex, and hypothalamus (Supplementary Figs. 4, 5). In astrocytes, we found significant alterations in genes involved in ribosomal assembly, ribosomal RNA (rRNA) processing, and transmembrane transporter activity. In contrast, vesicle-mediated transport in synapses and nucleotide/nucleoside phosphate metabolism were altered in neurons (Supplementary Figs. 4a, b &5a, b).

Cell types in different brain areas did not respond to sleep deprivation in the same way. For example, cortical neurons favored genes associated with kinesin binding (and thus anterograde synaptic vesicle transport towards dendrites), whereas hypothalamic neurons responded by altering syntaxin-1 and calcium-dependent protein binding, consistent with their role in vesicle exocytosis (Supplementary Fig. 4b). In contrast, brainstem neurons displayed alterations in genes associated with cytochrome c oxidase activity, suggesting that mitochondrial energy balance is a key process altered in this area. These data suggest distinct functions of sleep in each brain region.

Interestingly, even other “support” cells in the brain exhibited region-specific functional changes. Endothelial cells showed enrichment of protein folding, and epithelial cell proliferation and migration terms, whereas microglia showed changes in genes linked to neuroinflammatory responses and glial cell activation (Supplementary Fig. 5c, d). We also found that EPCs, pericytes, and VSMCAs exhibited significant alterations in annotations associated with protein folding, cellular transition, metal ion homeostasis, and amine metabolism (Supplementary Fig. 5e–g). Some of these annotations (e.g., protein folding and neuroinflammatory response) have been reported in previous sleep studies mapping bulk gene expression changes in the brain^17,31,32^. Overall, these results show that alteration of sleep need causes profound and functionally distinct gene expression changes within individual cells residing in different brain regions. Our results provide a resource to interrogate sleep-associated gene expression changes in the cells of the brainstem, cortex, and hypothalamus^33,34^.

### Validation of transcriptional changes occurring during sleep treatments

Next, we independently validated our sequencing results by using RNAscope in situ hybridization assays (Fig. 6a). We analyzed mRNA counts per cell in the cortex and hypothalamus of mice brains subjected to sleep treatments. Both sequencing and in situ hybridization results reveal that sleep deprivation enhances the expression of metallothionein-1 (*Mt1*), TSC22 domain family, member 3 (*Tsc22d3*), and gap junction protein, beta 6 (*Gjb6*) in the cortex, and expression levels decrease after recovery sleep (Fig. 6b–d). Similarly, in the hypothalamus, sleep deprivation increases the expression of *Mt1*, but moderately decreases ATPase, Na^+^/K^+^ transporting, beta 2 polypeptide (*Atp1b2*), and these levels are further decreased following recovery sleep (Fig. 6e, f). The similar gene expression patterns across sleep treatments revealed by single-cell sequencing and RNAscope thus validate the sequencing results (Fig. 6).

**Fig. 6:**
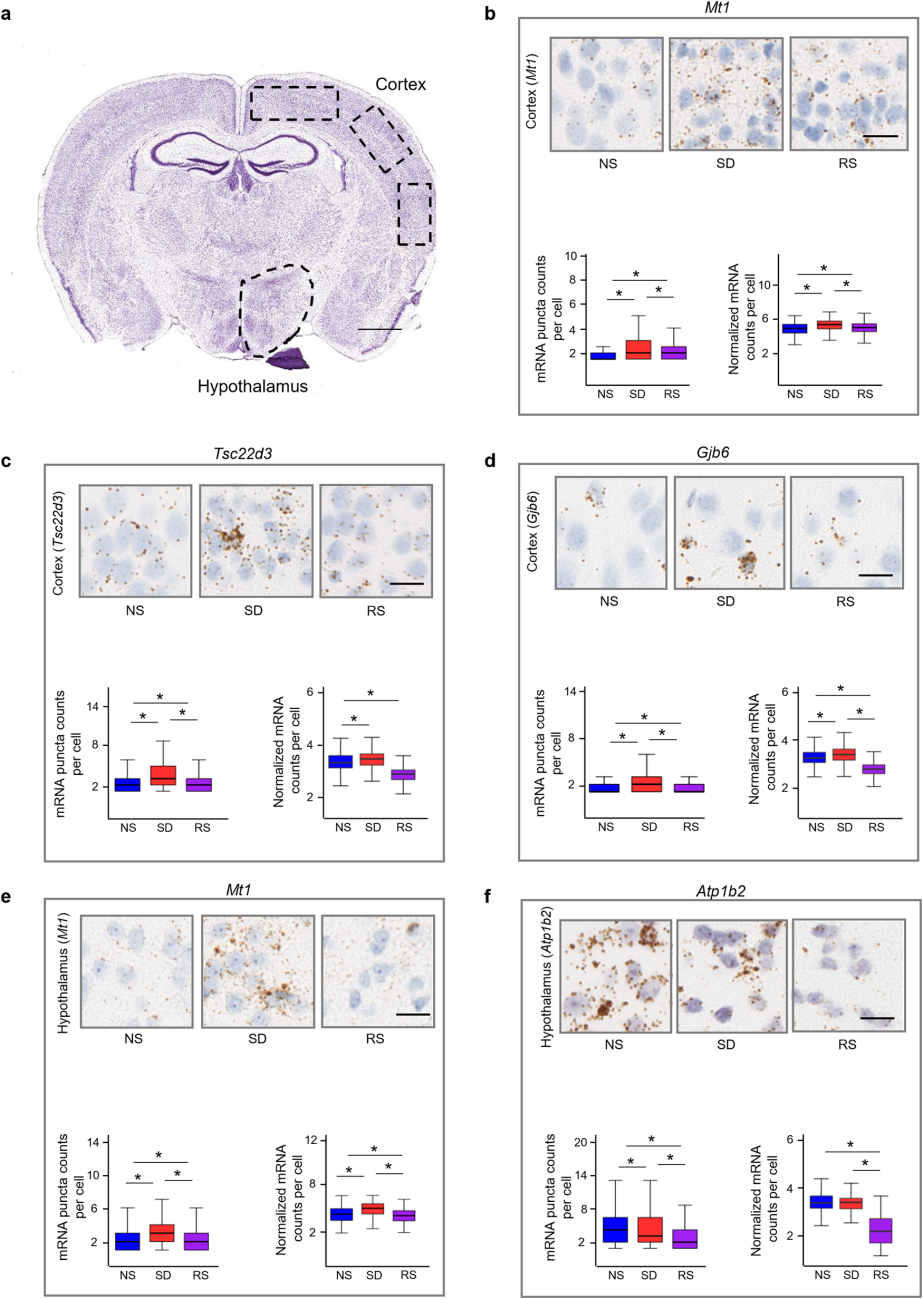
In situ hybridisation validation of transcriptional changes following sleep treatments. **a** Regions of interests (ROIs) for RNAscope analysis are shown on the coronal micrograph, scale bar, 1 mm (from Allen Brain Atlas). **b**–**f** Comparison of RNAscope single cell in situ hybridization and sequencing of (**b**) *Mt1*, (**c**) *Tsc22d3*, (**d**) *Gjb6* expression in cortex, and (**e**) *Mt1*, (**f**) *Atp1b2* expression in hypothalamus across sleep treatment groups. Micrographs of mouse cortices and hypothalamic shown. mRNA molecules are brown dots as revealed by Diaminobenzidine (DAB), and nuclei are counterstained blue (with haematoxylin). Scale bar, 20 µm. mRNA were counted from cells of *n* = 3 biological replicate brains per group. Kruskal–Wallis test followed by post-hoc Dunn test. Boxplots represent lower bases as minimum, upper top as maximum, and dark horizontal lines within boxes as median. *P < 0.01. NS normal sleep, SD sleep deprived, RS recovery sleep. For sample sizes and statistics, see Supplementary Data 1.

### Sleep need alters astrocyte-neuron interactions

Astrocyte-neuron signaling is a key player in the maintenance of homeostatic brain function because of coupling between these cell types^20^. This is likely to be highly relevant in the context of sleep homeostasis^35,36^. We, therefore, used our single-cell transcriptomics data to investigate sleep-related changes in astrocyte-neuron communication. We built comprehensive interactive networks of ligands from astrocytes, and receptors expressed in neurons, and vice versa, across all sleep treatment groups in the brainstem, cortex, and hypothalamus (Fig. 7a–f, and Supplementary Fig. 6a–g). We found significant network interactions for Apoe (Fig. 7a–f) and Pomc signaling (Fig. 7d, e), which are key communication nodes in the hypothalamus. *Apoe* was also upregulated in the brainstem following sleep deprivation (Supplementary Fig. 6a). Interestingly, these genes are linked to sleep consolidation, cognition, and Alzheimer’s disease^37,38^. We also found that BDNF signaling is a mediator of crosstalk between neurons and astrocytes in the cortex (Supplementary Fig. 6f, g). Again, the role of *Bdnf* in sleep, insomnia, and stress-related disorders has been documented^39^. Collectively, these results suggest that specific routes of intercellular crosstalk between astrocytes and neurons are important in sleep regulation.

**Fig. 7:**
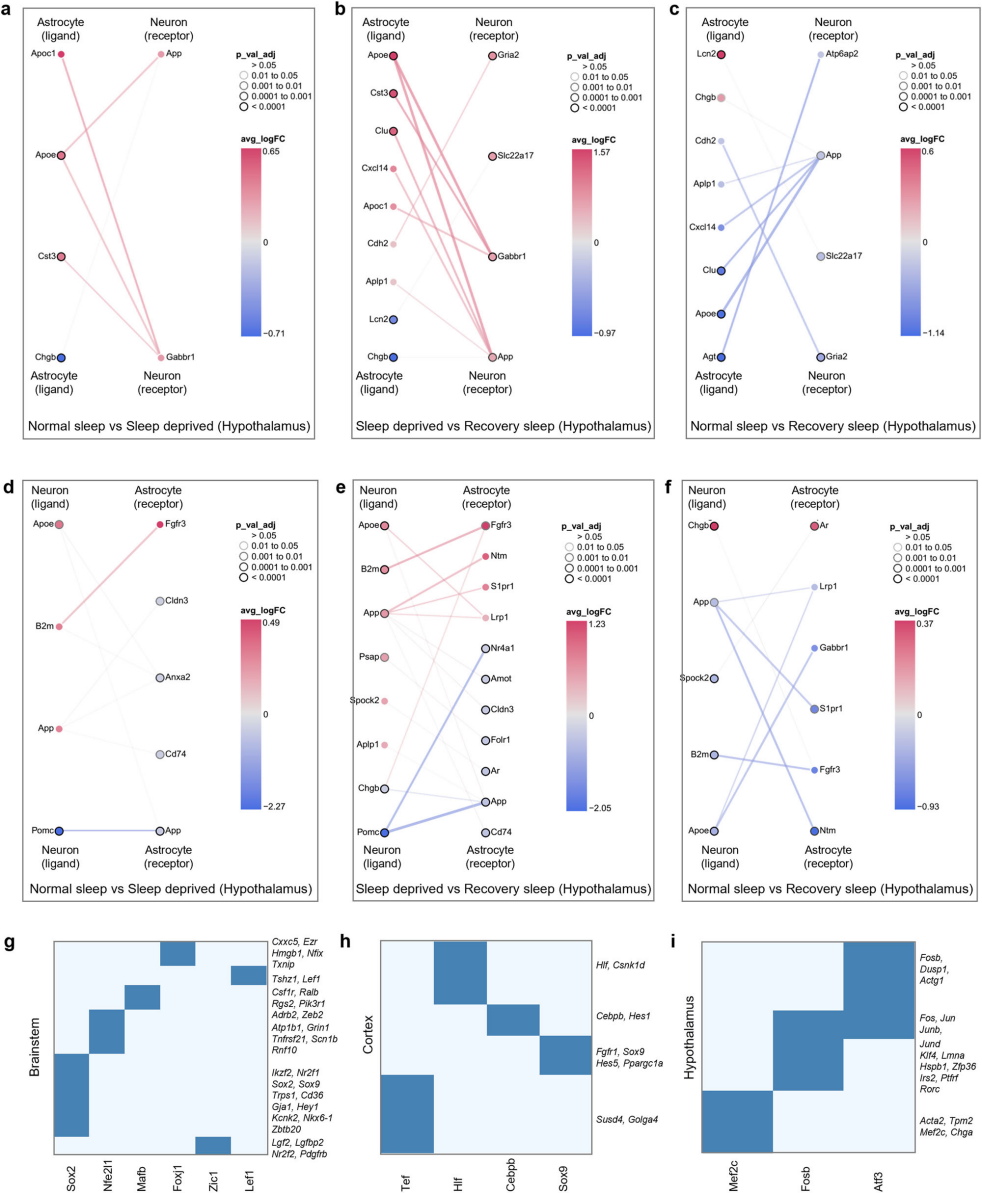
Sleep need modulates cell-cell communication and gene regulatory networks. **a**–**f** Interactions between differentially expressed ligands of astrocytes and receptors of neurons for (**a**) NS versus SD, (**b**) SD versus RS, and (**c**) NS versus RS comparisons, and ligands of neurons and receptors of astrocytes for (**d**) NS versus SD, (**e**) SD versus RS, and (**f**) NS versus RS comparisons in the hypothalamus. Nodes represent ligands or receptors in astrocytes and neurons, respectively. Node outline thickness indicates the level of significance (Benjamini-Hochberg adjusted *P*-value). Colour of nodes and edges represents the magnitude of alteration in expression (log fold-change, logFC) (see Methods). **g**–**i** Uniquely expressed transcription factors (rows) in sleep-deprived cells and their co-expressed gene sets (columns) in (**g**) brainstem, (**h**) cortex, and (**i**) hypothalamus. For specific GO terms of the co-expressed genes, see Supplementary Table 5. NS normal sleep, SD sleep deprived, RS recovery sleep.

### Sleep modulates gene regulatory processes

To examine how sleep state controls gene expression changes, we used Single-cell regulatory network inference and clustering (SCENIC) to determine regulons that might coordinate expression patterns^38^. We first evaluated regulon activity scores to profile cells under normal sleep and sleep-deprived conditions. We then used regulon target information to sort transcription factors (TFs) with their sets of co-expressed target genes (Fig. 7g–i). When we performed gene-annotation enrichment analysis of co-expressed target genes (Supplementary Table 5), we determined different functional annotations predominated in each brain region. The brainstem showed negative regulation of macromolecule biosynthesis (mediated by Sox2) and RNA metabolic processes (Foxj1) (Fig. 7g). In contrast, the cortex expresses TFs that regulate biological rhythms (Hlf) and haemopoiesis (Cebpb) (Fig. 7h). Interestingly, these functions have been reported in recent sleep studies^40,41^. Unlike other brain areas, we identified hypothalamic TFs that regulate calcium ion homeostasis (Atf3), cell death (Fosb), and muscle system process (Mef2c) (Fig. 7i). Recent evidence suggests that Mef2c plays a role in sleep regulation^42^. Together, these results show that distinct TFs in each brain region appear to regulate single-cell gene expression.

### Sleep need regulates translational responses of cortical astrocytes and neurons

Multiple studies in several biological domains have shown that there is a poor relationship between gene and protein expression in global analyses^43–48^. Moreover, in the context of sleep, no studies have been performed to investigate sleep need regulation within specific cell types for proteome shifts in the cortex (or any other brain region). Given that cortex has two principal cell types that are likely to be key in sleep regulation (astrocytes and neurons), we next examined protein expression in these cells. We purified astrocytes and neurons from the cortex using magnetic cell separation (Fig. 8a, Methods) and then performed quantitative global- and phospho-proteomics by using multiplex tandem mass tag (TMT) labeling coupled with liquid chromatography-tandem mass spectrometry (LC-MS/MS) (Fig. 8a, Methods).

**Fig. 8:**
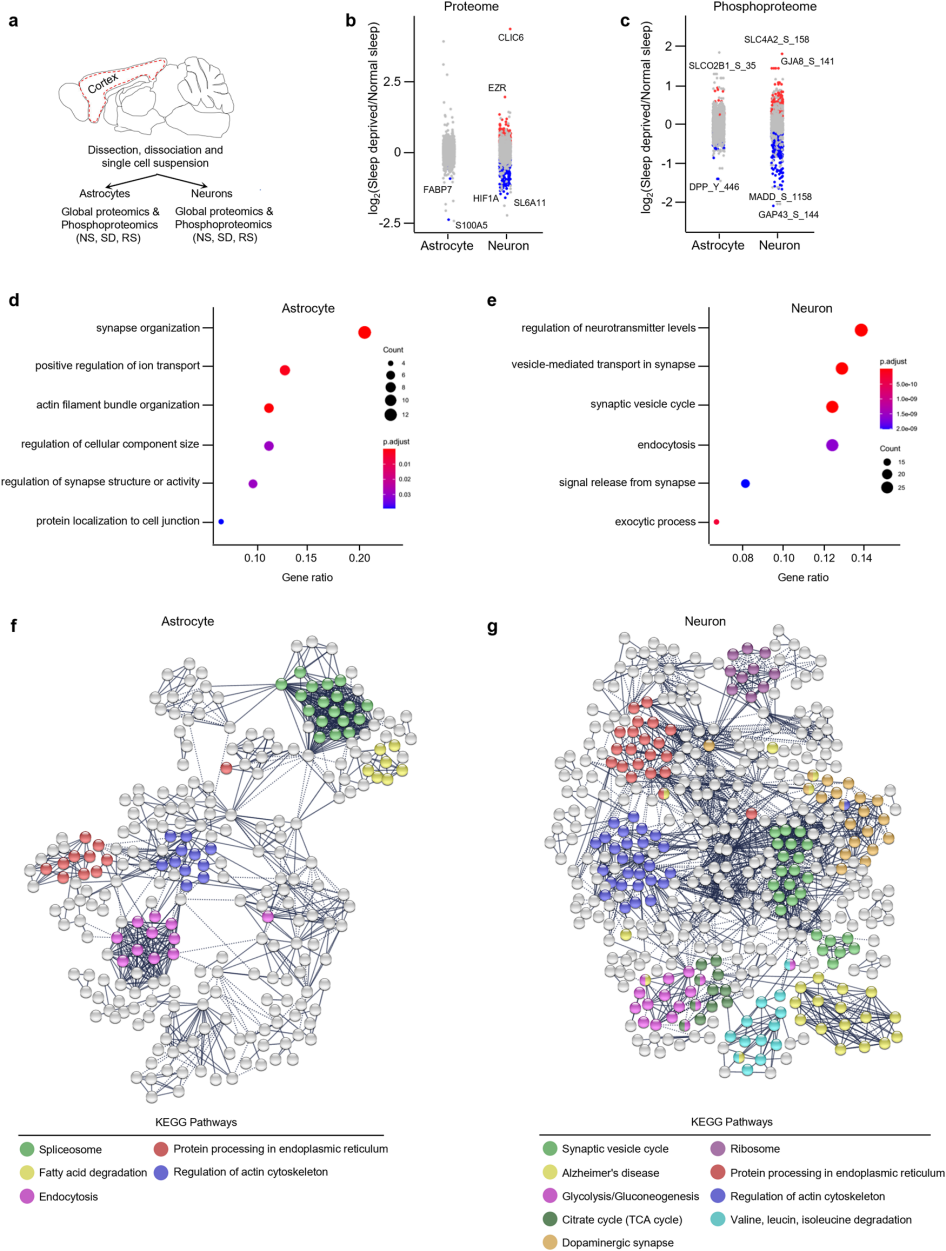
Sleep deprivation regulates the global and phosphoproteome of astrocytes and neurons in the cerebral cortex. **a** Schematic of proteomics workflow. Dotted red line indicates the area of the cortex dissected for magnetic cell separation (see Methods). **b**, **c** Strip charts showing changes in (**b**) global and (**c**) phosphoproteome for Sleep Deprived (SD)/Normal Sleep (NS) comparisons in astrocytes and neurons. Unpaired *t*-tests followed by false discovery rate (FDR) analysis were used to compare groups. Significantly upregulated and downregulated protein expression is colour coded with red and blue, respectively (Benjamini-Hochberg adjusted *P* value < 0.1). Proteins in grey are not significantly changed after sleep deprivation. **d**, **e** Dot plots showing significantly enriched top functional annotations from global proteomes of (**d**) astrocytes and (**e**) neurons. Circle size is proportional to protein count and level of significance (Benjamini-Hochberg adjusted *P* value < 0.05) is colour coded (see Supplementary Tables 6 and 7). **f**, **g** Interaction networks of significantly altered (FDR < 0.1) global proteins in (**f**) astrocytes and (**g**) neurons across sleep treatments. Functional enrichment of proteins (KEGG pathways) in the network is colour coded. The networks were generated using STRING Version 11.0 database (PPI enrichment *P* value < 0.001).

We quantified 2454 proteins expressed in astrocytes and 1401 in neurons. To understand how sleep-wake states affect protein abundance in astrocytes and neurons, we compared protein expression in both cell types exposed to different sleep treatments (Fig. 8b and Supplementary Fig. 7a, c). The proportion of altered proteins was higher in neurons (318/1401, 22.7%; 1.5-fold cutoff, FDR < 0.1) than in astrocytes (93/2454, 3.7%; 1.5-fold cutoff, FDR < 0.1) following sleep treatments. We reported similar trends when we compared mRNA expression in cortical astrocytes and neurons (Supplementary Table 2). We hypothesized that this similarity might be a manifestation of astrocyte-neuron communication to maintain synaptic and metabolic homeostasis, as astrocytes bolster the structure and function of neurons. To test this, we performed gene ontology (GO) analysis on differentially expressed proteins in both cell types. In astrocytes, we found prominent alterations of actin filament organization, regulation of cellular component size, synapse organization, and regulation of synapse structure or activity. In contrast, vesicle-mediated transport in synapse, regulation of neurotransmitter levels, and signal release from synapse were enriched in neurons (Fig. 8d, e). Next, we determined these differences are due to sleep treatments, not due to a global difference in protein abundance between the cell types, for this we analyzed the gene annotations of all proteins expressed versus differentially expressed proteins within these cell types (Supplementary Tables 6 and 7).

We also analyzed protein-protein interaction (PPI) networks using STRING to identify biological pathways altered by sleep treatments in astrocytes and neurons^49^ (Fig. 8f, g). Sleep-regulated astrocyte proteins segregated into clusters enriched for the spliceosome, fatty acid degradation, and endocytosis (Fig. 8f). Neurons, however, were focused on various networks including the synaptic vesicle cycle, glucose metabolism (glycolysis, gluconeogenesis, TCA cycle), and branched-chain amino acid (valine, leucine, isoleucine) degradation (Fig. 8g). Thus, neurons display prominent responses of vesicular machinery and energy production, in contrast, to support function responses of astrocytes. Interestingly, proteins associated with the endoplasmic reticulum and regulation of actin cytoskeleton function were enriched in both cell types, suggesting a concerted role in sleep.

### Sleep need regulates post-translational responses of cortical astrocytes and neurons

Protein phosphorylation modulates protein function in a reversible manner^50^. Recent evidence suggests that sleep need modulates protein phosphorylation cycles^51,52^, but cell type contributions to these are unknown. We, therefore, performed phosphoproteomics on neuron and astrocyte lysates (Fig. 8a, Methods) and compared protein phosphorylation profiles of sleep treatment groups in both cell types (Fig. 8c and Supplementary Fig. 7b, d). We identified 1591 phosphorylation sites in astrocytes and 1159 in neurons. Sleep treatments altered 134 phosphorylation sites in astrocytes and 263 in neurons (Fig. 8c, Supplementary Fig. 7b, d). These phosphorylation sites were from 92 and 156 unique proteins from astrocytes and neurons, respectively.

Next, we determined the overlap between sleep-related changes in protein phosphorylation from whole brain proteome data from Wang et al. (2018) and our cortical astrocyte and neuron data and were able to assign cell types to some of the differentially expressed phosphosites found previously^51^ (Supplementary Fig. 8a, and Supplementary Table 8). Comparative GO analysis between total versus differentially altered phosphorylated proteins revealed that sleep treatments alter phosphorylation of proteins associated with the regulation of cellular component size, protein complex assembly, and neurotransmitter secretion in astrocytes. By contrast, phosphorylation affects the synaptic vesicle cycle, vesicle-mediated transport in synapses, and calcium-mediated signaling proteins in neurons (Supplementary Tables 9 and 10). Thus, like single-cell transcriptomics, global proteomics and phosphoproteomics demonstrate that sleep need regulates cellular functions in astrocytes and neurons in a cell-specific manner.

## Discussion

In this study, we provide a comprehensive single-cell transcriptome profiling of the cell types within three brain areas (brainstem, cortex, and hypothalamus) of mice in different sleep stages. We found sleep need modulates transcriptional patterning of astrocytes, neurons, endothelial cells, and microglia in all three brain regions. We also utilized our single-cell gene expression information to interrogate remodeling of astrocyte-neuron signaling during sleep and determined expression changes in transcription factors that may mediate these effects. Cell-specific proteomics reveals that sleep need regulate translational and post-translational responses of astrocytes and neurons in the cortex differently.

Previous bulk RNA quantification methods could not reveal the cell-specific differential expression changes that we found in this study. Our differential gene expression analysis within individual cell types did not show a universal sleep-related changes, but rather a distinct pattern of transcriptional responses of sleep need in each cell type. Moreover, this was not the same for different brain regions, further highlighting those cells in their local milieu respond to the same stimulus (sleep deprivation and recovery) in different ways. The transcriptional responses of sleep need also vary between the cortex and hypothalamus when RNA is quantified in bulk RNA-seq^28–30^. Indeed, in our analyses, we were able to retrospectively assign gene expression changes seen in these bulk microarray or sequencing studies to specific cell types, enhancing the utility of these studies further.

Single-cell RNA-seq analysis has also advanced our understanding of the functional pathways affected by sleep perturbations. Pathway analysis revealed different patterns of sleep-driven changes across cell types and brain areas. For example, we found that sleep need alters gene expression associated with ribosomal biogenesis in astrocytes, but vesicle-mediated transport in synapses and nucleotide/nucleoside phosphate metabolism in neurons. Endothelial cells exhibit changes in protein folding pathways, whereas microglia show neuroinflammatory responses. Interestingly, protein folding and neuroinflammatory responses have been documented in previous sleep studies^17,31,32,53^. To the best of our knowledge, these results provide cell specificity to these sleep-related responses for the first time. Furthermore, the same cell type in different brain areas performed variable molecular functions to regulate diverse biological processes, indicating brain region-specific molecular responses of sleep need. Collectively, these data indicate that the transcriptional response of sleep loss is not identical in all cell types and brain areas, rather this response is cell type, and brain region-specific.

How are the specific transcriptional changes brought about? We were able to identify transcription factors (TF) that mediate gene expression changes in each cell type in sleep-deprived cells from the brainstem, cortex, and hypothalamus. Interestingly, we found no common TF in any two brain areas. This analysis revealed that the key TFs in the brainstem are Sox2, Nfe2l1, Mafb, Foxj1, Zic1, and Lef1, whereas in the cortex they were Tef1, Hlf1, Cebpb, and Sox9, and in hypothalamus Mef2c, Fosb and Atf3. Future studies will explore directly (e.g., using loss-of-function approaches) the roles of these TFs in sleep homeostasis.

Astrocytes and neurons are major cell types of the brain that are likely to be important in sleep. Since we were able to delineate transcriptional changes in each of these cell types, this enabled us to determine new relationships between the two cell types in sleep. We generated networks of receptor-ligand interactions to decipher sleep-driven astrocyte-neuron communications in all three brain regions. The significance of these interactive networks is of high importance as some recent findings show that astrocytes interact with neurons to modulate sleep circuitry, and metabolic coupling between them, across the sleep-wake cycle^35,36,54^. Thus, the discovery of these factors, and their source and target, is a fruitful avenue to define therapeutic interventions of sleep abnormalities. We found Apoe, Pomc and Bdnf signaling were modulated by sleep in the different brain regions. Of note, the role of these genes in sleep-related pathologies have been described^37,39,55^. Our study advances our understanding by showing the cell types involved, and the directionality of changes in intercellular ligand-receptor signaling. Such insights will enable further mechanistic studies targeting these ligands and receptors to modulate sleep, and potentially develop therapeutic agents that manipulate these pathways.

To gain further insights into the functional implication of sleep need in astrocytes and neurons, we performed proteomics and phosphoproteomics. We found that 22% of neuronal proteins responded to sleep perturbation compared to only 3% in astrocytes. This suggests that astrocytes are less responsive to acute sleep pressure than neurons. Interestingly, a previous sleep study using a 6 h sleep deprivation paradigm concluded that the whole brain proteome remains globally stable following sleep treatments^51^. There are some possible explanations of the disparity between those findings and ours. First, differences could be due to reciprocal changes in different brain areas and/or cell types that may have been “masked” by bulk cell proteomics, particularly in whole brain samples; our study used cortex only. Second, 6 h of sleep deprivation (compared to 12 h used here) may not have been sufficient time for transcriptional changes to become apparent at the protein level. We propose that astrocytes show relative resistance to sleep need and may thereby provide stable support to rapidly changing neurons via metabolic coupling^36^. The biological functions of sleep-mediated alterations include actin filament bundle organization, positive regulation of ion transport, synapse organization, and fatty acid degradation in astrocytes, and vesicle-mediated transport in synapse, regulation of neurotransmitter levels, and glucose metabolism in neurons. These functions support the proposed importance of synapse and energy homoeostasis as functions of sleep-wake cycles^5,6^. Our results now provide cell-specific compartmentalization of these functions.

Sleep need influences the circadian pacemaker. However, the molecular mechanism of this interaction is largely unknown^9^. Sleep deprivation does not affect clock gene expression within the mammalian central pacemaker, the suprachiasmatic nucleus (SCN), but does modulate extra-SCN clock gene expression^40,56,57^. This indicates sleep need could influence daily gene expression rhythms in brain areas outside of the SCN. Sleep deprivation completely abrogates the daily oscillation of forebrain synaptic proteins and their phosphorylation^15,52^. This is not confined to the brain, as Lu and colleagues reported the loss of daily rhythms of 87% of oscillating transcripts within the lungs in response to sleep loss. Interestingly, clock gene expression in the lung remained rhythmic after sleep deprivation^58^. Although our study focuses on the unimodal changes of the transcription, translation, and post-translation at the one time of day (ZT12), information about cell-specific alterations in gene and protein expression will be useful to design targeted time course experiments to understand how sleep need affects molecular oscillations in a cell-specific manner.

We reported diverse functional annotations of gene and protein (and phosphoprotein) expression in the cells from all three brain regions. This indicates that sleep is regulated differentially at transcriptional, translational, and post-translational levels within individual cell types. The ensemble of cellular processes regulated at these levels include synapse organization, synaptic vesicle recycling, protein folding, ribosome function, and glucose metabolism. As such, we propose that prolonged wakefulness during sleep deprivation leads not only to sleepiness, but could also impair cognition, physiology, and metabolism via the diverse molecular responses we identified in individual brain cells. Moreover, we suggest that sleep need could be a compensatory mechanism to reverse such molecular changes in the brain. Overall, these results will help to advance a variety of efforts towards understanding the cellular and molecular mechanisms of sleep and wake and provide a critical path to dissect sleep functions.

## Methods

### Animals

All animal studies were carried out in concordance with an approved protocol from the Institutional Animal Care and Use Committee (IACUC) at Perelman School of Medicine at the University of Pennsylvania or under license by the United Kingdom Home Office under the Animals (Scientific Procedures) Act 1986, with Local Ethical Review by the Francis Crick Institute Animal Welfare & Ethical Review Body Standing Committee (AWERB). Wild type, male C57BL/6 J mice were purchased from Charles River and allowed to acclimatize in the animal unit for at least 2 weeks prior to experiments. Mice were selected such that, at the time of experiments, they were aged between 9–11 weeks. Before sleep deprivation, mice were singly housed in automated sleep fragmentation chambers (Model #80391, Campden/Lafayette Instrument Lafayette, IN, USA) for habituation with *ad libitum* access to food and water under standard humidity and temperature (21 ± 1 °C) on a 12-h light: 12-h dark cycle^59^.

### Sleep deprivation

Sleep deprivations were performed as previously demonstrated and adapted to a newer device model (80391), which enables a much faster sweep time^60^. Briefly, this device acts by applying tactile stimulus with a horizontal bar sweeping just above the cage floor (bedding) from one side to the other side of the cage. Once the sweeper is on, animals need to step over approaching the sweeper to resume their unrestrained behaviors. Sleep deprivation was initiated at lights on [Zeitgeber Time 0 (ZT0)] by switching on the motors, choosing the continuous sweeping mode (approximately 7.5 s cycle time), and stopped after 12 h at lights off (ZT12). In addition to the sweeping bar, additional attempts were made to maintain wakefulness mostly during the second 6 h of sleep deprivation by occasionally tapping on the cage or gentle touches with a brush. We opted for a 12-h long sleep deprivation timeline with the aim to observe the transcriptional changes in protein abundance, as we performed both transcriptomics and proteomics assays. To assess how 12-h of sleep deprivation affected the sleep/wake behaviors, 3 days baseline EEG/EMG were recorded after mice were acclimated for a week. Mice were recorded for the next 3–4 days (which encompassed sleep deprivation and recovery phases). Post sleep deprivation, animals were allowed to recover for 24-h. Baseline recording 1-day before sleep deprivation was used as the control condition (normal sleep). Following sacrifice by cervical dislocation, whole brains were isolated at ZT12 (i.e. lights off) for *ad libitum* Normal Sleep (NS, ZT0-12), Sleep Deprivation (SD, ZT0-12), and 12-h sleep deprivation followed by 24-h of Recovery Sleep (RS, ZT12-12) groups. Isolated whole brains were placed in ice-cold Hibernate EB (BrainBits LLC, HEB) media, and brainstem, cortex, and hypothalamus were quickly dissected as these areas are involved in the regulation of sleep-wake states^13,14^, and tissue collected from three animals per sleep treatment group per brain area pooled for the preparation of single-cell suspensions.

### Sleep phenotyping

Mice aged between 9–11 weeks were implanted with a telemetry transmitter (HD-X02, Data Sciences International, St. Paul, MN, USA) connected to electrodes for continuous EEG (Electroencephalography)/EMG (Electromyography) recording. Under anaesthesia (isoflurane; induction 3–4%, maintenance 2–2.5%), two stainless steel EEG electrodes (length of screw shaft: 2.4 mm; head diameter: 2.16 mm; shaft diameter: 1.19 mm; Plastics One, Roanoke, VA, USA) were implanted epidurally over the right frontal and parietal cortices, as previously described^61^. The electrodes were connected to the telemetry transmitter via medical-grade stainless steel wires. The EEG electrodes were covered with dental cement (Kemdent, Purton, Swindon, UK). Two EMG stainless-steel leads were inserted into the neck muscles ∼5 mm apart and sutured into place. The telemetry transmitter was placed in a subcutaneous pocket and positioned along the left dorsal flank. Analgesia was administered at the onset of the surgery (subcutaneous injection of buprenorphine (Vetergesic) at 0.1 mg/kg and meloxicam (Metacam) at 10 mg/kg). Animals were allowed to recover for a minimum of 10 days before being subjected to experimental protocols. EEG/EMG signals were recorded continuously for 6–7 days using Data Sciences International hardware and Dataquest ART software (Data Sciences International, St. Paul, MN, USA). The EEG/EMG data were transmitted at 455 kHz to an RPC-1 receiver (Data Science International) and sampled at 250 Hz.

### Single-cell suspensions and library preparation

The protocol for obtaining single-cell suspensions for all three brain regions was adapted from that used by Holt and colleagues^62^. Briefly, tissue dissections were dissociated with Papain (BrainBits LLC, PAP/HE) following the manufacturer’s instruction followed by manual trituration using fire-polished Silanized Pasteur pipette and filtration through 70 µm cell strainer (Miltenyi Biotec, 130-095-823). Cells were pelleted at 300 × *g*, 10 min, the supernatant carefully removed, and cells resuspended in a minimal volume of PBS with 0.5% of BSA (Sigma-Aldrich, A7906). To reduce debris, we incubated the cell suspensions with myelin removal beads (Miltenyi Biotec, 130-096-733) and passed this through a LS Column (Miltenyi Biotec, 130-042-401) with 70 µm pre-separation filter. Flow-through contained unlabelled cells, which were collected and counted (Countess II Automated Cell Counter; Cat # AMQAX1000) estimate yield and viability. Library preparation was carried out with a 10X Genomics Chromium Single Cell Kit Version 2. Suspensions were prepared as described above and diluted in PBS with 0.5% of BSA to concentration ~350 cells/ µl and added to 10X Chromium RT mix to achieve a loading target between 7000–12,000 cells. After cell capture, downstream cDNA synthesis, library preparation, and sequencing were performed according to the manufacturer’s instructions (10X Genomics).

### Astrocyte and neuron separation from cortical single cell suspension

To perform cell type-specific proteomics and phosphoproteomics, astrocytes and neurons were separated from cortical single-cell suspensions as previously described^62^ with slight modifications. Single-cell suspensions were incubated with FcR Blocking Reagent (Miltenyi Biotec, 130-092-575) and Anti-ACSA-2 MicroBeads (Miltenyi Biotec, 130-097-678) for 10–15 min at 2–8 °C. Cells were spun down for 10 min at 300 × *g* at room temperature and resuspended in a minimal volume of PBS with 0.5% of BSA before passing through a LS Column. Flow-through was collected for further neuron separation, the LS Column that retained astrocytes was removed from the magnetic field and the ACSA-2 labeled astrocytes were eluted. Cells were pelleted from flow-through at 300 × *g*, 8 min, the supernatant carefully removed, and resuspended in a minimal volume of PBS with 0.5% of BSA. Suspensions were incubated with Non-Neuronal Cell Biotin-Ab cocktail (Miltenyi Biotec, 130-115-389) for 5 min and Anti-Biotin MicroBeads (Miltenyi Biotec, 130-090-485) for 10 min at 2–8 °C, respectively. Following incubation, suspensions were passed through a LS Column placed in a magnetic field and non-labeled neuronal cells were collected in flow-through.

### TMT-based quantitative proteomics and phosphoproteomics

Cell lysis and protein extraction were performed in the presence of protease and phosphatase inhibitors. Protein precipitation was performed with 1:6 volume of pre-chilled (−20 °C) acetone for overnight at 4 °C. After overnight incubation, lysates were centrifuged at 14,000 g for 15 min at 4 °C. Supernatants were discarded without disturbing pellets, and pellets were air-dried for 2–3 min to remove residual acetone. Then pellets were dissolved in 300 µL 100 mM TEAB buffer. Sample processing for TMT-based quantitative proteomics and phosphoproteomics was performed following the same protocol as described previously^63^. In brief, protein concentration in each sample was determined by using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, 23225). 75 µg protein per condition was transferred into new microcentrifuge tubes and 5 µL of the 200 mM TCEP was added to reduce the cysteine residues and the samples were then incubated at 55 °C for 1h. Subsequently, the reduced proteins were alkylated with 375 mM iodoacetamide (freshly prepared in 100 mM TEAB) for 30 min in the dark at room temperature. Then, trypsin (Trypsin Gold, Mass Spectrometry Grade; Promega, V5280) was added at a 1:40 (trypsin: protein) ratio and samples were incubated at 37 °C for 12-h for proteolytic digestion. After in-solution digestion, peptide samples were labelled with 10-plex TMT Isobaric Label Reagents (Thermo Fisher Scientific, 90113) following the manufacturer’s instructions. The reactions were quenched using 5 µL of 5% hydroxylamine for 30 min. Proteins from astrocytes or neurons for the three experimental conditions, i.e. NS, SD, and RS (3 biological replicates for each) were labeled with the nine TMT reagents within a TMT 10-plex reagent set, while the 10th reagent was used for labeling an internal pool containing an equal amount of proteins from each sample. Application of multiplexed TMT reagents allowed comparison of NS, SD, and RS samples within the same MS run, which eliminated the possibility of run-to-run (or batch) variations.

In order to perform phosphoproteome analysis, TMT labelled peptides were subjected to TiO_2_-based phosphopeptide enrichment according to the manufacturer’s instructions (High-Select™ TiO_2_ Phosphopeptide Enrichment Kit, Thermo Fisher Scientific, A32993). The flow-through and washes from the TiO_2_ enrichment step were combined, evaporated to dryness and subjected to Fe-NTA-based phosphopeptide enrichment according to the manufacturer’s instructions (High-Select™ Fe-NTA Phosphopeptide Enrichment Kit, Thermo Fisher Scientific, A32992). Phosphopeptides enriched using TiO_2_- and Fe-NTA-based methods were combined, evaporated to dryness.

TMT-labelled samples (both for global and phosphoproteomics analysis) was resuspended in 5% formic acid and then desalted using a SepPak cartridge according to the manufacturer’s instructions (Waters, Milford, Massachusetts, USA). Eluate from the SepPak cartridge was evaporated to dryness and resuspended in buffer A (20 mM ammonium hydroxide, pH 10) prior to fractionation by high pH reversed-phase (RP) chromatography using an Ultimate 3000 liquid chromatography system (Thermo Scientific). In brief, the sample was loaded onto an XBridge BEH C18 Column (130 Å, 3.5 µm, 2.1 mm × 150 mm, Waters, UK) in buffer A and peptides eluted with an increasing gradient of buffer B (20 mM Ammonium Hydroxide in acetonitrile, pH 10) from 0–95% over 60 min. The resulting fractions (8 fractions per sample) were evaporated to dryness and resuspended in 1% formic acid prior to analysis by nano-LC MSMS using an Orbitrap Fusion Lumos mass spectrometer (Thermo Scientific).

### Nano-LC Mass Spectrometry

High pH RP fractions were further fractionated using an Ultimate 3000 nano-LC system in line with an Orbitrap Fusion Lumos mass spectrometer (Thermo Scientific). In brief, peptides in 1% (vol/vol) formic acid were injected onto an Acclaim PepMap C18 nano-trap column (Thermo Scientific). After washing with 0.5% (vol/vol) acetonitrile 0.1% (vol/vol) formic acid peptides were resolved on a 250 mm × 75 μm Acclaim PepMap C18 reverse phase analytical column (Thermo Scientific) over a 150 min organic gradient, using 7 gradient segments (1–6% solvent B over 1 min, 6–15% B over 58 min, 15–32%B over 58 min, 32–40%B over 5 min, 40–90%B over 1 min, held at 90%B for 6 min and then reduced to 1%B over 1 min) with a flow rate of 300nL min^−1^. Solvent A was 0.1% formic acid and Solvent B was aqueous 80% acetonitrile in 0.1% formic acid. Peptides were ionized by nano-electrospray ionization at 2.0 kV using a stainless-steel emitter with an internal diameter of 30 μm (Thermo Scientific) and a capillary temperature of 275 °C. All spectra were acquired using an Orbitrap Fusion Tribrid mass spectrometer controlled by Xcalibur 4.1 software (Thermo Scientific) and operated in data-dependent acquisition mode using an SPS-MS3 workflow. FTMS1 spectra were collected at a resolution of 120,000, with an automatic gain control (AGC) target of 200,000 and a max injection time of 50 ms. Precursors were filtered with an intensity threshold of 5000, according to charge state (to include charge states 2–7) and with monoisotopic peak determination set to Peptide. Previously interrogated precursors were excluded using a dynamic window (60 s +/−10ppm). The MS2 precursors were isolated with a quadrupole isolation window of 0.7 m/z. ITMS2 spectra were collected with an AGC target of 10,000, max injection time of 70 ms and CID collision energy of 35%. For FTMS3 analysis, the Orbitrap was operated at 50,000 resolutions with an AGC target of 50,000 and a max injection time of 105 ms. Precursors were fragmented by high energy collision dissociation (HCD) at a normalized collision energy of 60% to ensure maximal TMT reporter ion yield. Synchronous Precursor Selection (SPS) was enabled to include up to 5 MS2 fragment ions in the FTMS3 scan.

### RNAscope in situ hybridization

Brains were quickly isolated and fixed in 10% neutral‐buffered formalin (NBF) for 24-h, followed by ethanol gradient dehydration and infiltration with melted paraffin in an automated processor. An array of 4 µm coronal sections of whole-brain was prepared, to collect different regions of the cortex, and RNAscope in situ hybridization was performed according to the manufacturer’s reference guide, using the single‐plex RNAscope® assay kit-BROWN (Advanced Cell Diagnostics) on a Leica Biosystems BOND RX platform, as described previously^64^. Brain slices were baked and deparaffinized on the instrument, followed by target retrieval and protease treatment. Hybridization was performed by using probe *Mt1* (ACD, 547711), *Tsc22d3* (ACD, 448341), *Gjb6* (ACD, 458811) and *Atp1b2* (ACD, 417131) followed by amplification as these genes were among our top hits (based on FDR and fold changes), DAB chromogenic detection and counterstain with haematoxylin. Imaging of sections was carried out on a Leica Biosystems Aperio AT2 Digital Pathology Scanner and analysis performed using Visiopharm software.

### Sleep scoring and spectral analysis

Vigilance states for consecutive 4-sec epochs were classified by visual inspection of the EEG and EMG signals, according to standard criteria, as follows: wakefulness (high and variable EMG activity and a low amplitude EEG signal), non-rapid eye movement sleep (NREMS; high EEG amplitude, dominated by slow waves and low amplitude EMG), and rapid eye movement sleep (REMS; low EEG amplitude, theta oscillations of 5–9 Hz, and loss of EMG muscle tone). EEG power spectra were computed for consecutive 4-sec epochs using Welch’s method in Matlab 2017a (MathWorks, Natick, MA, USA; frequency range, 0.25–25 Hz; resolution, 0.25 Hz; Hanning window function). Epochs containing EEG artefacts were discarded from EEG spectral analyses (% of recording time: 7.9 ± 0.8%). EEG power spectra were determined for NREMS, REMS, and wakefulness during the 12-h light-dark periods of the 3 recording days. EEG power spectra are expressed as a percentage of total EEG power (frequency range: 1–25 Hz; resolution: 1 Hz). EEG delta power total and during NREMS were computed by adding the EEG power in the frequencies ranging from 1 to 4.5 Hz. Averaged over consecutive intervals to which an equal number of 4-s NREM sleep epochs contribute, and then expressed as a percentage of levels reached between ZT8-12 during the day 1 (baseline).

### Analysis of single-cell RNA-seq data

FASTQ files containing sequence reads were mapped to the mouse reference genome GRCm38 using Cell Ranger Version 2.2.0 on a Linux high-performance computing system. The output of the Cell Ranger pipeline (filtered counts) was parsed into R version 4.0.0 to perform downstream analysis with the various R packages – Seurat version 3.1.5^65^, Monocle version 2.10.1^66^ and SCENIC version 1.1.2.2^38^. 

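The normalized values that Supplementary Data 2 lists for 13 genes in the 1999 brainstem NS cells were compared with the deposited counts. Each listed value was set against the natural log of 1 plus 10000 times the count over the cell's total, which gave 25987 pairs. Of these, 21236 were 0 in both and none was 0 in only 1 of them. Among the 4751 pairs above 0, 4154 (87.4%) were equal within 0.0001, and the largest difference was 0.0120. Of the 1950 cells with a value above 0, 1725 had a total implied by their listed values that lay within 0.5 UMI of the deposited total. The largest gap was 12 UMIs.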

The data were first normalized and log-transformed using Seurat function NormalizeData. Differential gene expression was computed by Wilcoxon rank sum test method available in the Seurat function FindMarkers (recommended). Cluster analysis on the first 13 principal components was performed after calculating the JackStraw. Clusters were visualized with uniform manifold approximation and projection (UMAP) in Seurat with default settings. Seurat functions UMAPPlot, VlnPlot, FeaturePlot, DotPlot, and DoHeatmap were adapted for visualization of gene expression. All Monocle and SCENIC analyses were performed on a Linux computing system using 256 GB RAM spread across 32 compute cores. The expression matrix from the Seurat data object was then used to perform Single Cell regulatory Network Inference and Clustering analysis with SCENIC. The species-specific RcisTarget database of motif rankings were downloaded from https://resources.aertslab.org/cistarget/databases/mus_musculus/mm10/refseq_r80/mc9nr/. The standard SCENIC workflow was run on each dataset individually or on a merged data together as described at http://scenic.aertslab.org.

### Determination of cell identity clusters

To determine the cell-type identity of each cluster from the brainstem, cortex, and hypothalamus, we used multiple cell-type-specific/enriched markers genes that have been previously described in the single-cell transcriptomics of the mouse brain in the literature^24–27^. Each cluster showing the high expression level of known markers specific to a particular cell was considered as a cluster of that cell type (Supplementary Table 1). In general, we selected the threshold of average fold change above 2-3 and false discovery rate (FDR) <0.001. We also cross-validated the other clusters from the same brain area for the absence of these markers. 

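In the brainstem NS library, the type with the next highest level of each of the 12 markers was taken from the CPM of the listed cells. The level of Slc17a6 in glutamatergic neurons was 2.53 times that in other neurons, which had 204 CPM (95% interval 74.8 to 443), an interval that overlaps that of glutamatergic neurons. With other neurons left out for Slc17a6, and both kinds of neurons taken together for Snap25, the level in the marked type was from 3.83 to 87.5 times that of the next type. The ratio of 87.5 was that of Slc17a6 over astrocytes, at 5.88 CPM (0.149 to 32.8). That level comes from 1 UMI, so the count does not fix this ratio. The ratio of 3.83 was that of Flt1, at 387 CPM in HbVC, where 47.4% of 19 cells had a UMI. It was 4.12 for Rarres2, at 859 CPM in pericytes, where 51.2% of cells had a UMI. Acta2 reached 807 CPM in macrophages, where only 13.4% of 67 cells had a UMI. Lyz2 reached 670.2 CPM in microglia, where 30.1% of cells had a UMI. For Cldn11 the next type was pericytes at 20.3 CPM, in which 1.79% of cells had a UMI. These shares come from cells of the depths given with the violin plot markers and are not thinned.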

We found the available markers were sufficient to define all major cell types in all three brain regions, with one “unknown” (unclassifiable) cell type in the brainstem.

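The list held here gives the label Unknown to 1 cell of the brainstem NS library. It carried 1489 UMIs of 658 genes. Ttr made up 392 of its UMIs (26.3%, 95% exact Poisson interval 23.8% to 29.1%), and in the other 1998 listed cells it reached at most 0.459% of a cell's UMIs. Among the 6 markers fixed for choroid plexus epithelium, 3 had a UMI in this cell, namely Ttr and, with 1 UMI each, Kl and Kcnj13. Kl was found in none of the other listed cells and Kcnj13 in 3 of them.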

### Astrocyte-neuron communication networks

Astrocyte-neuron communication networks were predicted by previously described intercellular communication networks^67,68^. The cell interactomes for differentially expressed genes were created based on ligand-receptor interactions. In the networks, nodes represent ligands and receptors expressed in astrocytes and neurons and, vice-versa. The border of nodes represents the level of significance (FDR). Edges represent interactions between them, and the color of nodes and edges represents the magnitude of differential expression.

### Database search and statistical analysis of quantitative proteomics data

Quantitative proteomics and phosphoproteomics raw data files were analysed using the MaxQuant computational platform (*version* 1.5.2.8) with the Andromeda search engine^69^. MS2/MS3 spectra were searched against UniProt database specifying *Mus musculus* (Mouse) taxonomy (Proteome ID: UP000000589; Organism ID: 10090; Protein count: 52026). All searches were performed using “Reporter ion MS3” with “10-plex TMT” as isobaric labels with a static modification for cysteine alkylation (carbamidomethylation), and oxidation of methionine (M) and protein N-terminal acetylation as the variable modifications. Phospho (STY) was included as an additional variable modification for the phosphopeptide enrichment analyses. Trypsin digestion with maximum two missed cleavages, minimum peptide length as seven amino acids, precursor ion mass tolerance of 5 ppm and fragment mass tolerance of 0.02 Da were specified in all analyses. The false discovery rate (FDR) was specified at 0.01 or 0.05 for peptide spectrum match (PSM), protein and site decoy fraction. TMT signals were corrected for isotope impurities based on the manufacturer’s instructions. Subsequent processing and statistical analysis of quantitative proteomics and phosphoproteomics datasets were performed using Perseus (*version* 1.5.5.3)^70^. During data processing, reverse and contaminant database hits and candidates identified only by site were filtered out. For differential quantitative proteomics analyses, categorical annotation (NS/SD/RS) was applied to group reporter ion intensities, values were Log_2_ transformed, and were normalized by “subtract mean (column-wise)” in each TMT reporter ion channel. Proteins groups were filtered for valid values (at least 80% in each group). Unpaired *t*-tests followed by false discovery rate (FDR) analysis was performed to compare sleep treatments groups.

### Gene ontology (GO) analysis

Significantly and differentially expressed transcripts and proteins across sleep treatment groups were subjected to GO analysis. We performed an overrepresentation analysis^71^ that was implemented in clusterProfiler^72^. Significantly enriched GO terms were visualized as dot plots and enrichment maps.

### Network analysis

To investigate the association between significant and differentially expressed global proteins in sleep treatment groups from astrocytes and neurons we extracted protein associations from the Search Tool for the Retrieval of Interacting Genes or Proteins (STRING) database^49^. STRING identified 462/463 significant proteins and returned 863 interactions in astrocytes (protein-protein interaction (PPI) enrichment *P*-value < 0.001), 695/701 significant proteins and 1702 interactions in neurons (PPI enrichment *P*-value < 0.001) at a confidence cut-off value 0.9 (the highest confidence level in STRING).

### Analysis of RNAscope in situ hybridization images

RNA markers were quantified based on dots quantified within cortical and hypothalamic areas. We counted the cells from three brains per sleep treatment group^68^. We counted the almost entire cortex (1500 × 800 μm, 1200 × 800 μm and 900 × 800 μm) and hypothalamus by defined region of interests (ROIs) (Fig. 6a). The number of transcripts per cell was determined by using Visiopharm’s image analysis algorithm.

### Plasma corticosterone analysis

Blood samples were collected in tubes on ice containing EDTA and later centrifuged at 4 °C. Plasma concentrations of corticosterone were measured employing radioimmunoassay kits (Millipore, Billerica, USA).

### Statistics and reproducibility

All experimental subjects are biological replicates. For single-cell sequencing, dissections of the same anatomical region were pooled from three animals for the preparation of single-cell suspensions for each group. GraphPad Prism 8 or R software was used to perform statistical tests. Kruskal–Wallis tests were performed to compare sleep treatments groups. Following two-way analysis of variance (ANOVA), Fisher’s LSD tests were performed for comparisons. Repeated measures tests were performed for same-subject comparisons. *P* < 0.05 was considered as significant. For transcriptomics and proteomics analyses, we used FDR < 0.1, unless indicated otherwise. Detailed sample sizes, statistical tests, and results are reported in the figure legends and Supplementary Data 1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2 [new]

Reporting Summary

## Data Availability

The single cell RNA-Seq datasets generated for this study have been deposited in the in the Gene Expression Omnibus (accession number: GSE137665). This dataset is accessible via: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137665 (please enter token to access: urepqsyorravfml). The mass spectrometry proteomics and phosphoproteomics data described in this article are deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD018334. Reviewer account details are: Username: , Password: mAKgsWFP. The source data values underlying Figs. 1b, 3b–e, 4b–e, 5b–e, 6b–f, and 8b, c can be found in Supplementary Data 2.

# Supplementary material for: Single-cell transcriptomics and cell-specific proteomics reveals molecular signatures of sleep
**Source:** Commun Biol. 2022 Aug 19;5:846. doi: 10.1038/s42003-022-03800-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1.

**Description:** Summary of statistical tests performed (For Fig. 1b-d, Fig. 6b-f, and Supplementary Fig. 1a-e).

**File name:** Supplementary Data 2.

**Description:** Sleep phenotyping, scRNA-seq, and proteomics data analysis to identify the molecular signature of sleep. (The source data behind the graph of Fig. 1b, Fig. 3b-e, Fig. 4b-e, Fig. 5b-e, Fig. 6b-f, and Fig. 8b-c in the paper.)

# Supplementary material for: Single-cell transcriptomics and cell-specific proteomics reveals molecular signatures of sleep
**Source:** Commun Biol. 2022 Aug 19;5:846. doi: 10.1038/s42003-022-03800-3
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Dataquest ART software, Cell Ranger Version 2.2.0, Xcalibur 4.1 software, Leica Biosystems Aperio AT2

Data analysis Matlab 2017a, R version 4.0.0, Seurat version 3.1.5, Monocle version 2.10.1, SCENIC version 1.1.2.2, MaxQuant version 1.5.2.8, Perseus version 1.5.5.3, GraphPad Prism 8, Visiopharm

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single cell RNAseq data: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137665>, Gene Expression Omnibus (accession number: GSE137665), Token to access: urepqsyorravfml; Proteomics data: ProteomeXchange Consortium via the PRIDE, dataset identifier PXD018334, Username: , Password: mAKgsWFP

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sleep Phenotype EEG/EMG: n= 6 per group (NS, SD, RS), Single cell RNAseq: Pooled single cell suspensions from three animals per group, Proteomics: n= 3 per group, RNAscope In Situ Hybridization: n = 3 per group |
| Data exclusions | NA                                                                                                                                                                                                                 |
| Replication     | EEG/ EMG: n = 6, Proteomics and RNAscope In Situ Hybridization: n = 3 per group                                                                                                                                    |
| Randomization   | The experiments and sample processing followed the randomization.                                                                                                                                                  |
| Blinding        | Sample processing and data acquisition                                                                                                                                                                             |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample   | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |

|                                   |                                                                                                                                                                                                                                                                                                   |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sampling strategy                 | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                 |
| Data collection                   | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                  |
| Timing and spatial scale          | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken |
| Data exclusions                   | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                 |
| Reproducibility                   | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                           |
| Randomization                     | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                |
| Blinding                          | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                     |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                          |

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                |
|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).                                                                                                                                                                                                                      |
| Location               | State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).                                                                                                                                                                                         |
| Access & import/export | Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information). |
| Disturbance            | Describe any disturbance caused by the study and how it was minimized.                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                      | Involved in the study                                           | n/a                      | Involved in the study                           |
|--------------------------|-----------------------------------------------------------------|--------------------------|-------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  | <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |                          |                                                 |
| <input type="checkbox"/> | <input type="checkbox"/> Human research participants            |                          |                                                 |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                          |                                                 |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                          |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Myelin Removal Beads II, human, mouse, rat, Miltenyi Biotec, Cat # 130-096-733; Anti-ACSA-2, MicroBeads Miltenyi Biotec, Cat # 130-097-678; Non-Neuronal Cell Biotin-Ab cocktail, Miltenyi Biotec, Cat # 130-115-389                                                                                                                                                                                                                                                                                                                                                                                  |
| Validation      | <a href="https://www.miltenyibiotec.com/US-en/products/myelin-removal-beads-ii-human-mouse-rat.html#gref">https://www.miltenyibiotec.com/US-en/products/myelin-removal-beads-ii-human-mouse-rat.html#gref</a><br><a href="https://www.miltenyibiotec.com/US-en/products/anti-acsa-2-microbead-kit-mouse.html#gref">https://www.miltenyibiotec.com/US-en/products/anti-acsa-2-microbead-kit-mouse.html#gref</a><br><a href="https://www.miltenyibiotec.com/US-en/products/neuron-isolation-kit-mouse.html#gref">https://www.miltenyibiotec.com/US-en/products/neuron-isolation-kit-mouse.html#gref</a> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                          |
|---------------------|------------------------------------------|
| Cell line source(s) | State the source of each cell line used. |
|---------------------|------------------------------------------|

|                                                                      |                                                                                                                                                                                                                                  |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Authentication                                                       | <i>Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.</i>                                                                                            |
| Mycoplasma contamination                                             | <i>Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.</i> |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i>                                                                                                                       |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.</i>       |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J , Male mice                                                                                                                                                                                                                                                                                                                                          |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                     |
| Ethics oversight        | Institutional Animal Care and Use Committee (IACUC) at Perelman School of Medicine at the University of Pennsylvania<br>United Kingdom Home Office under the Animals (Scientific Procedures) Act 1986, with Local Ethical Review by the Francis Crick Institute Animal Welfare & Ethical Review Body Standing Committee (AWERB)                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |
| Ethics oversight           | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                      |                            |
|--------------------------|--------------------------|----------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                      |                                                                             |
|--------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

## Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

## Files in database submission

Provide a list of all files available in the database submission.

Genome browser session  
(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

## Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

## Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

## Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

## Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

## Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

## Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation *Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*
- Instrument *Identify the instrument used for data collection, specifying make and model number.*
- Software *Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*
- Cell population abundance *Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*
- Gating strategy *Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*
- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type *Indicate task or resting state; event-related or block design.*
- Design specifications *Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*
- Behavioral performance measures *State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

- Imaging type(s) *Specify: functional, structural, diffusion, perfusion.*
- Field strength *Specify in Tesla*
- Sequence & imaging parameters *Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*
- Area of acquisition *State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*
- Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

- Preprocessing software *Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*
- Normalization *If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*
- Normalization template *Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*
- Noise and artifact removal *Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity  
☐ ☐ Graph analysis  
☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

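Single-cell suspensions of brainstem, cortex and hypothalamus from mice of 3 sleep groups were sequenced as 9 libraries, each from 3 pooled mice of 9 to 11 weeks. The authors deposited 1 table of UMI counts per gene and cell, which are whole numbers from Cell Ranger's filtered output on GRCm38 and carry no normalization. The annotation release is not named in the paper's text. The table has 18634 genes and 29571 cells, and its columns give a cell barcode and a library code. Libraries are numbered 1 to 9 in the order in which they appear in that table, a number with no bearing on region or sleep group. Library 7 was assigned to brainstem, normal sleep, through the barcodes of Supplementary Data 2. The other 8 libraries were not assigned, and nothing about them was inferred from their order, size or expression. They enter only values over all cells together or values given per library.

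The comparisons between sleep groups that had been set as the plan for each region were therefore not made, nor was clustering by region. Clustering was run on library 7 and on all cells. Cell types of library 7 were taken from the paper's list, which is held here for the first 1999 of its 10521 cells. No overlap or enrichment was tested on it.

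Counts per cell were scaled to 10000, log-transformed and standardized with values limited to 10, over the 2000 genes with the highest dispersion among genes found in at least 3 cells. The first 13 principal components, 20 neighbours, shared-neighbour weights above 0.0667 and Leiden resolution 1 gave the clusters, with resolution 0.5 as the alternative and a fixed random seed. A cluster was named where at least 3 fixed markers were at least 2 times as high as in the other cells, after adding 10 CPM to both, and found in at least 10% of its cells. Names were ranked by the number of their markers among the 10 leading genes, and a cluster with as many leading markers of another class stayed unnamed. That ranking and the merging of neuron names were revised after the first clusters had been seen, while the marker lists were not changed. Mog, which was on a marker list, is not among the gene names of the table.

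Summed UMI counts are given as CPM with exact Poisson intervals and shares of cells with exact Clopper-Pearson intervals, both at 95% and for counting error only. A share of 0 is given with the limit that 3 counts allow or with its interval. Profiles were compared by Pearson's r of log2(CPM + 10) across genes in types of at least 50 cells. For shares compared across depths, cells were thinned to 500 UMIs by drawing UMIs at random, and shallower cells were left out. With 1 library per region and group there is no test, p-value or count of changed genes. Doublets were called per library with Scrublet in scanpy 1.11.5. It called from 0 to 75 cells of a library, so all cells were kept. The alternatives were a minimum of 1000 UMIs per cell, no called doublets, other classes, a pseudocount of 1 CPM, genes of at least 50 CPM, totals without mitochondrial and hemoglobin genes, the mean over cells, and free RNA subtracted as the lowest CPM among the classes of at least 20000 UMIs. Another 2 were chosen after seeing the data: leaving out the 5% of cells of library 7 with the highest doublet scores, and keeping cells within the range of detected genes of the listed cells.

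Genes were named by a rule set with the plan: genes that the paper names in its text or its figures for the region and class discussed. The genes Gh, Prl, Pomc, Cga, Hbb-bs, Xist, Mbp, Mag, Mobp and Ermn, the leading genes of single clusters and the markers of the Unknown cell fall outside that rule and were named after their values had been seen. Some genes are not reported here, and sums and tallies over gene lists were computed without them. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9 were used. The clustering was tested on simulated data: 1918 cells drawn from the profiles and depths of 8 types of library 7 gave 9 clusters with an adjusted Rand index of 0.902, and 91.2% of cells lay in a cluster named as their type. Each simulated cell was drawn from the summed profile of its type, so variation within types and doublets were not covered. The r between simulated profiles was taken for endothelial cells only, the type with the most UMIs. Over 12659 genes it was 0.976 with no change and 0.965 with 200 genes changed 4-fold.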

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

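The comparisons of pituitary regulators, of Gh UMIs per cell and of Prl and Pomc per Gh UMI between clusters were chosen only after the Gh levels had been seen, the count of hormone proportions outside counting error after these proportions had been seen, and the comparison behind the Ttr values after the Ttr levels had been seen; the test of hormone proportions in microglia-like cells was set before its result.

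Gh, the transcript of growth hormone, took 25.3% of all UMIs in library 4, 27.9% in library 5 and 32.1% in library 6, in libraries whose region and sleep group are not known here. In each of the other libraries it took at most 0.00755%. The paper's text does not discuss this gene or pituitary cells. At least 1 Gh UMI was found in 99.4%, 96.9% and 100% of the cells of libraries 4, 5 and 6. Pituitary endocrine-like clusters held 1925 cells of library 4, 958 of library 5 and 2874 of library 6, and from 1 to 5 cells of each other library.

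A candidate explanation is that pituitary endocrine cells were captured with the tissue. Among the 4 pituitary endocrine-like clusters, the leading genes included Gh in 1, Pomc, Tshb and Prl in another, and Lhb, Cga and Fshb in 1 more, while the remaining cluster led with Cidea and also had Prl and Pomc among its 10 leading genes. The summed level of the regulators Pou1f1, Pitx1 and Tbx19 in these clusters was 234 CPM (95% interval 215 to 255) in library 4, 196 (170.1 to 225) in library 5 and 268 (251 to 285) in library 6. In the remaining cells of the same libraries it was 75.8 (63.0 to 90.5), 29.6 (20.2 to 41.8) and 158 (141 to 178). The ratios were 3.09, 6.63 and 1.69, and the intervals do not overlap in any of the 3 libraries, but the lowest ratio is under the 2-fold that had been set for this comparison. That comparison decides nothing, because the remaining cells include 154, 64 and 285 pituitary stem or folliculostellate-like cells, which would be captured with the pituitary too and held the regulators at 197, 205 and 283 CPM. Without them, a choice made after seeing the values, the ratios were 5.60, 12.3 and 4.04, again with intervals that do not overlap. Gh itself was at 383224 CPM in the clusters and 63794 in the remaining cells of library 4, 523952 and 44006.5 in library 5, and 431340 and 90974 in library 6. Per cell, these were 467 and 66.1, 569 and 27.2, and 556 and 156 Gh UMIs. The cluster led by Lhb, Cga and Fshb held fewer per cell than the remaining cells in each library. Its Gh UMIs were 4062, 401 and 6789 in 205, 72 and 233 cells of libraries 4, 5 and 6. For the clusters together, the lowest of the per-cell ratios was 3.56, which argues against RNA spread evenly over all cells as the only source. A second reading, added after a first such ratio had been seen, was the level in each other library: the regulators had 0 UMIs in libraries 1, 2, 7, 8 and 9 and 1 UMI in library 3. Neither Gh nor these regulators were among the variable genes that formed the clusters, but they are on the list that named them, so the comparisons are not independent of the names. Between the pituitary endocrine-like clusters of a library, Prl and Pomc, which were not among the variable genes either, differed in their number of UMIs per Gh UMI by 9.84 to 60.3 times over the 6 comparisons, beyond counting error in each. RNA of 1 mix in uneven amounts would give the same proportion in every cluster, so these values argue against it as the only source. The pituitary stem or folliculostellate-like cells, named from another list, numbered at most 1 in each of the other libraries. The values are consistent with captured pituitary cells, as a hypothesis, since it was found and tested on the same data. Whether cells outside these clusters hold the transcripts themselves, as free RNA or as doublets, stays open. No biological explanation was tested, since sleep group and region are not known for these libraries.

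For the Gh transcripts in microglia-like and endothelial-like cells of the same libraries, free RNA from the pituitary endocrine-like cells may be the source. If it had the mix of the whole library, Prl, Pomc and Cga would stand to Gh in microglia-like cells as they do in the library. The ratio of these proportions had a median of 0.190 over the 9 values, from 0.0356 to 4.86. Within a library, Gh was from 2.17 to 5.42 times as high in microglia-like as in endothelial-like cells. All 9 proportions lay outside the counting error of that of the library, with Cga at 0.0410, 0.0356 and 0.0367 times its proportion in libraries 4, 5 and 6, which argues against free RNA with the library's mix as the only source. Free RNA in equal amounts per cell, whatever its mix, would leave no pituitary endocrine-like cluster with fewer Gh UMIs per cell than microglia-like cells. The cluster led by Lhb, Cga and Fshb held 4062, 401 and 6789 in 205, 72 and 233 cells of libraries 4, 5 and 6. Microglia-like cells held more per cell, 11752, 4017 and 9177 in 111, 108 and 25 cells. This comparison, made after seeing the values, argues against such free RNA as the only source. The mix of the free RNA was not measured and the microglia-like cells are few, 25 in library 6. Uneven free RNA, doublets and other sources therefore cannot be told apart here.

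A choroid plexus epithelium-like cluster held 86 cells, 81 of them in library 9, 4 in library 7 and 1 in library 5. The paper does not list this cell type. Ttr took 2.67% of the UMIs of library 9 and was found in 79.6% of its cells, against at most 3.06% of the cells of any other library. Free RNA from these cells may have reached the rest of library 9. With cells thinned to 500 UMIs, which left out no cell of that library, from 43.4% to 58.7% of the cells of each of 11 other classes had a Ttr UMI; without thinning it was 66.4% to 89.3%. The spread between classes was beyond counting error, with 43.9% (39.2% to 48.7%) in VSMCA-like and 58.7% (54.4% to 62.8%) in microglia-like cells. At the same depth, the same 11 classes had a Ttr UMI in at most 2.29% of their cells in library 7 and 0.870% in library 8. This comparison, made after seeing the values, argues against expression that these classes would have in every library. Free RNA and expression limited to library 9 cannot be told apart, since that library's region and sleep group are not known here. A cell's own RNA content also sets the share that free RNA takes. No biological explanation was tested.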

How the results depend on the processing

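The settings without the highest doublet scores and within the range of detected genes were chosen after seeing the data; all other alternatives were set before the data were examined. No value here comes from a test, so a value counts as moved where it left its 95% interval or, for a number of cells, changed by more than 1.5 times. For r it was a change beyond the 95% range of 100 Poisson resamplings of the counts, and for the adjusted Rand index a change of 0.05. In what follows, the cause was not tested unless stated.

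Leaving out called doublets moved none of the 26 shares and indices and neither number of cells, which does not speak to doublets that were not called. Keeping cells within the range of detected genes left 28025 cells in all and 3553 in the brainstem NS library. Without the 5% of cells with the highest doublet scores, 1 of 12 shares moved, HbVC to 0.529%.

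A minimum of 1000 UMIs left 10678 cells in all and 1661 in brainstem NS, by construction. It moved 23 of the 26 values, all 23 of them shares, and the types differ in depth. In brainstem NS, microglia came to 19.7%, VSMCA to 20.8%, astrocytes to 6.05%, pericytes to 4.07%, EPC to 8.50%, macrophages to 4.54%, glutamatergic neurons to 1.75%, neurons of both kinds to 2.79%, oligodendrocytes to 3.61% and HbVC to 1.51%. Over all cells, the pituitary endocrine-like share came to 28.0%, astrocyte-like to 4.88%, neuron-like to 17.4%, microglia-like to 6.17%, endothelial-like to 8.95%, VSMCA-like to 6.24%, EPC-like to 10.5% and pericyte-like to 3.57%. Fibroblast or leptomeningeal-like cells came to 3.34%, macrophage-like to 1.70%, pituitary stem or folliculostellate-like to 3.56%, HbVC-like to 2.00% and choroid plexus epithelium-like to 0.749%.

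With other classes, 8 of 24 values moved. In brainstem NS, clusters named anew gave 0% oligodendrocytes (95% interval 0% to 0.184%) and 0.200% HbVC, and resolution 0.5 raised the adjusted Rand index to 0.866. Over all cells, resolution 0.5 gave 16.1% astrocyte-like, 11.8% microglia-like, 12.4% endothelial-like, 3.89% pituitary stem or folliculostellate-like and 2.40% HbVC-like cells; the cause was not tested. The endothelial-like value includes a cluster of 305 cells with all 7 endothelial markers, whose leading genes go largely against that name: Slc7a10, Agt, Slc39a12, Fgfr3 and Slc4a4 also lead an astrocyte-like cluster at resolution 1. Without it the endothelial-like share is 11.4%, so the rise of this share, and part of the fall of the astrocyte-like share, rest on how that cluster is named. The pituitary stem or folliculostellate-like cluster had Rax, Col25a1 and Col23a1 among its leading genes, which lead an unnamed cluster at resolution 1. HbVC-like cells rose from 94, 36 and 99 to 151, 91 and 144 in libraries 7, 8 and 9. An unnamed cluster led by mt-Nd1 at resolution 1 held 57, 55 and 45 cells there. In library 5 the rise was from 3 to 39, with 34 such cells. The HbVC-like rise may therefore rest on that cluster, though the cells were not traced.

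The r between types moved under all 3 alternatives. With a pseudocount of 1 CPM, the median, lowest and highest r were 0.442, -0.0162 and 0.700. With genes of at least 50 CPM they were 0.289, 0.0370 and 0.644, and with cells of at least 1000 UMIs 0.569, 0.191 and 0.767. The cause was not tested.

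For the Gh share of UMIs in libraries 4, 5 and 6, a minimum of 1000 UMIs gave 32.0%, 44.6% and 35.5%, totals without mitochondrial and hemoglobin genes gave 26.4%, 29.4% and 32.9%, and the mean over cells gave 19.6%, 17.7% and 29.6%. For the Ttr share in library 9 these settings gave 3.74%, 3.22% and 0.807%. The lower totals raise the share by construction; for the other settings the cause was not tested.

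Of 21 levels of single genes in brainstem NS types, totals without mitochondrial and hemoglobin genes moved 11, all to higher values, by construction. A minimum of 1000 UMIs moved 6, 3 of them to higher values, the mean over cells moved 5, 1 of them to a higher value, and leaving out doublets moved 1. Subtracting free RNA moved 2 of 16, both to lower values. The ratios to the main level of the moved values ran from 0.597 to 3.44.

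The size of the response by cell type, the genes of the in situ experiments, the gene set shifts, the median-of-ratios scaling and the values between sleep groups were not run, because they need at least 2 libraries of known condition. No paired analysis was possible because only 1 library could be assigned to a condition. The number of cells limits the small types: 18 to 55 cells stand behind the values of HbVC, oligodendrocytes and each kind of neurons, and 73 behind both kinds of neurons together. Depth per cell was lowest in glutamatergic neurons, with a median of 718 UMIs, and the median cell of the brainstem NS library had 919.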

Differences from the paper's values

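The number of cells, 29571 against the paper's 29,051, does not differ by the measure used here. The 12 brainstem labels used here are the paper's own and give no comparison; the clusters of the brainstem NS library carried 10 names. Among the alternatives set before the data were examined, only the minimum of 1000 UMIs, which left 10678 cells, moves the number of cells by more than 1.5 times.

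The paper names oligodendrocytes among the cell types that the available markers define. Here, no cluster of all 29571 cells was oligodendrocyte-like, and of 4 fixed markers other than Cldn11, namely Mbp, Mag, Mobp and Ermn, 0 were highest in the 43 cells with that label. The marker Cldn11 itself was highest there.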

Other observations

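The tests on the oligodendrocyte label, the range of detected genes and the mitochondrial limit were chosen only after the results had been seen; the tests on hemoglobin free RNA and on erythrocytes with few genes were set before theirs, though how the spread of hemoglobin between types was to be read was settled after it had been seen.

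The 43 brainstem NS cells that the paper labels oligodendrocytes held 1 UMI of Mbp, Mag, Mobp and Ermn together, or 11.5 CPM (95% interval 0.292 to 64.3), against 15.3 CPM (10.5 to 21.4) in the other listed cells. Of these 4 markers, 0 were highest in these cells, which argues against oligodendrocytes as the source, since such cells would bring their abundant myelin transcripts. The leading genes of the 43 cells were Prg4, Dapl1, Cldn11, Nov and Igfbp6. Leptomeningeal cells, which also hold Cldn11 transcripts, are a candidate source. Of the 7 fixed leptomeningeal markers, 1 was highest in these cells, Ptgds at 12824 CPM, and 6 were highest in the cells labelled pericytes. That class holds 46 cells of the fibroblast or leptomeningeal-like cluster, so a comparison against it leaves the leptomeningeal explanation open. The unnamed cluster, with 36 of the 43 cells, had 4 of the 7 markers raised by the naming rule. It stayed unnamed because of leading genes of another class. Over all cells, Cldn11 was highest in the fibroblast or leptomeningeal-like cluster, at 329 CPM. Other cell types cannot be told apart from leptomeningeal cells with these lists. The paper's protocol passes the suspensions over myelin removal beads, whose effect on oligodendrocytes was not tested.

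Hemoglobin transcripts were found in all types of the brainstem NS library. With cells thinned to 500 UMIs, Hbb-bs was found in 45.2% (38.7% to 51.9%) of VSMCA and in 67.3% (53.3% to 79.3%) of glutamatergic neurons, the lowest and highest of the 8 types with at least 50 cells; the median depths were 1319.5 and 718 UMIs and 19 of the 1999 listed cells were left out. In the smaller types the share was 69.0% (52.9% to 82.4%) of oligodendrocytes, 72.2% (46.5% to 90.3%) of other neurons and 94.7% (74.0% to 99.9%) of HbVC. Without thinning, it ran from 66.7% to 90.9% in the 8 larger types. Free RNA from erythrocytes may be the source, as it reaches all types, but the spread between types is beyond counting error. It cannot be told apart from other sources here, because the share that free RNA takes depends on a cell's own RNA content.

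The paper's list leaves out 105 of the 2104 cells of the brainstem NS library up to its last listed barcode. Of these, 96 had 177 or fewer detected genes and 9 had 2675 or more, while the listed cells had 181 to 2449. None of the cells left out lay inside that range (0 of 105), which is consistent with a range of detected genes as the filter. A limit on mitochondrial transcripts is argued against by listed cells with up to 83.3% of mitochondrial UMIs. Among the 96 cells with few genes, 40 had mitochondrial genes as at least 50% of their UMIs. Of the other 56, all 56 had hemoglobin genes as more than 50% of their UMIs, with a median of 94.2%, which is consistent with erythrocytes. Over all libraries, 28025 cells lie within this range, fewer than the paper's 29,051. Applied alike to all libraries, this range, which was read from part of the list of 1 library, is therefore not the filter behind that number. A range set for each region was not tested.

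Factors that the paper names for regulons of sleep-deprived brainstem cells were measured in the NS library, which the paper's claim is not about. Sox2 had 235 CPM (168 to 320) and Foxj1 370 CPM (284 to 473) in EPC. Nfe2l1 had 400.4 CPM (248 to 612) in glutamatergic neurons, Zic1 480 CPM (375 to 605) in pericytes and Lef1 245 CPM (209 to 286) in endothelial cells. Apoe had 29709 CPM (28548 to 30904) in macrophages, 20973 (20290.5 to 21673) in astrocytes, 3170 (3017 to 3329) in microglia and 1526 (1270.5 to 1819) in neurons of both kinds. With the lowest level of any class subtracted as free RNA, microglia came to 2748 CPM and neurons to 1104, both below these intervals, while macrophages and astrocytes stayed within theirs. Microglia came to 4853 CPM with cells of at least 1000 UMIs and to 2579 as the mean over cells.

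Depth differed between the libraries, from a median of 402 UMIs per cell in library 1 to 1055 in library 6. In the order of libraries 1 to 9 the medians were 402, 406, 854, 869, 565, 1055, 919, 744 and 1014 UMIs. Hemoglobin genes took 0.824%, 0.514%, 0.496%, 0.226%, 0.410%, 0.0837%, 6.79%, 3.22% and 4.83% of UMIs in the same order. Xist, a transcript of the inactive X chromosome of females, was found in 0.0643% of all cells; the paper states that the mice were male.

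In the part of the paper's Fig. 3c table held here, each gene has 2 columns of shares of cells. The second lay nearer the shares in the brainstem NS library, with a median absolute difference of 0.703 to 2.02 percentage points over 6 types against 5.88 to 8.55 for the first. In the part of the Fig. 3d table held here, Ttr leads the list in 7 of 7 types, and the 322 lines of endothelial cells equal the 322 lines of astrocytes. Whether free RNA, as raised for library 9, is behind that lead of Ttr was not tested.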
